# Transcriptome analysis of *Aspergillus niger *grown on sugarcane bagasse

**DOI:** 10.1186/1754-6834-4-40

**Published:** 2011-10-18

**Authors:** Wagner R de Souza, Paula F de Gouvea, Marcela Savoldi, Iran Malavazi, Luciano A de Souza Bernardes, Maria Helena S Goldman, Ronald P de Vries, Juliana V de Castro Oliveira, Gustavo H Goldman

## Abstract

**Background:**

Considering that the costs of cellulases and hemicellulases contribute substantially to the price of bioethanol, new studies aimed at understanding and improving cellulase efficiency and productivity are of paramount importance. *Aspergillus niger *has been shown to produce a wide spectrum of polysaccharide hydrolytic enzymes. To understand how to improve enzymatic cocktails that can hydrolyze pretreated sugarcane bagasse, we used a genomics approach to investigate which genes and pathways are transcriptionally modulated during growth of *A. niger *on steam-exploded sugarcane bagasse (SEB).

**Results:**

Herein we report the main cellulase- and hemicellulase-encoding genes with increased expression during growth on SEB. We also sought to determine whether the mRNA accumulation of several SEB-induced genes encoding putative transporters is induced by xylose and dependent on glucose. We identified 18 (58% of *A. niger *predicted cellulases) and 21 (58% of *A. niger *predicted hemicellulases) cellulase- and hemicellulase-encoding genes, respectively, that were highly expressed during growth on SEB.

**Conclusions:**

Degradation of sugarcane bagasse requires production of many different enzymes which are regulated by the type and complexity of the available substrate. Our presently reported work opens new possibilities for understanding sugarcane biomass saccharification by *A. niger *hydrolases and for the construction of more efficient enzymatic cocktails for second-generation bioethanol.

## Background

Brazil is currently responsible for about 33% of the bioethanol produced worldwide and may play an important role in satisfying future bioethanol demand [1]. Nowadays there are more than 400 plants in operation crushing 625 million tons of sugarcane per year, with approximately one-half used for sugar and the other half used for bioethanol production [2]. In 2010, approximately 27.7 billion liters of bioethanol were produced on 8.0 million hectares of land [2]. The efficiency of sugarcane-to-ethanol production can still be increased through improvements in the agricultural and industrial phases of the production process [1,3,4]. Sugarcane bagasse (SB) contains one-third of the energy in sugarcane and is the source of all the energy needed in bioethanol mills. The other two-thirds are split between sucrose and the tops and leaves [4]. Presently the production of bioethanol in Brazil relies exclusively on first-generation technologies that are based on the utilization of the sucrose content of sugarcane. If sugarcane trash were collected and used for bioethanol production, it would generate an additional 3,700 to 4,000 L/ha bioethanol (9,700 to 10,000 L/ha total), thus reducing the land use requirement by 33% to 38%. The development of new and efficient technologies for hydrolysis of SB could improve this energetic balance considerably and create the basis for second-generation bioethanol. It is estimated that capital costs associated with lignocellulosic bioethanol are US$4.00/gallon and that these costs need to be reduced by more than half to be economically sustainable [5,6]. Complete substrate utilization is one of the prerequisites to rendering lignocellulosic ethanol processes economically competitive. This means that all types of sugars in lignocellulose must be converted to ethanol and that microorganisms must be obtained that efficiently perform this conversion under industrial conditions. Lignocellulose is composed of cellulose (40% to 50%), hemicellulose (25% to 35%) and lignin (15% to 20%) [7,8]. Glucose constitutes about 60% of the total sugars available in cellulosic biomaterial. Fermentation of the available sugars in cellulosic biomass presents a unique challenge because of the presence of other sugars, such as xylose and arabinose (C5 sugars). The degree of branching and the identity of the minor sugars in hemicelluloses tend to vary, depending upon the type of plant. The conversion of biomass to usable energy is not economical unless hemicellulose is used in addition to cellulose.

Considering that the costs of cellulases and hemicellulases contribute substantially to the price of bioethanol, new studies aimed at understanding and improving cellulase efficiency and productivity are of paramount importance. Filamentous fungi such as *Aspergillus niger *and *Hypocrea jecorina *(*Trichoderma reesei*) have been shown to produce a wide spectrum of polysaccharide hydrolytic enzymes. They are impressive producers of hydrolytic enzymes already applied in a variety of industrial processes, such as the food, feed, pulp, paper and textile industries. Recently, the genome sequences of *A. niger *and *T. reesei *have become available [9,10]. The *A. niger *and *T. reesei *genomes contain 14,600 and 9,129 genes, among which about 200 and 170, respectively, are involved in polysaccharide degradation. In *A. niger*, the expression of all major cellulases and hemicellulases is coregulated by the same inducer molecule (that is, D-xylose), but the induction mechanisms in *T. reesei *are more diverse. At least four different inductor molecules (that is, D-xylose, xylobiose, sophorose and lactose) have been described, but none of them has the potential to trigger the expression of all main cellulases and hemicellulases [11]. The xylanolytic/cellulolytic system in *A. niger *is regulated through the transcriptional activator XlnR. The *A. niger xlnR *transcription factor is a master regulator that activates enzymes of the xylanolytic system, a number of endocellulases and at least two cellobiohydrolases, but not that of β-glucosidase [11]. The major repressor protein regulating the carbon catabolite repression of genes involved in carbon metabolism in *Aspergillus *and *Trichoderma *is CreA [12,13]. Surprisingly, CreA is the only regulatory protein for which mediation of carbon repression has been demonstrated in fungi.

Although the source of cellulases is also other fungal species, enzymatic cocktails based on *T. reesei *dominate the market. However, a comparison of the genome sequences of *T. reseei *[10] and *A. niger *[9] shows that *A. niger *is more versatile in the range of cellulases, hemicellulases and esterases encoded, and the latter two groups of enzymes are likely to become more important if pretreatment steps become less extensively used. *A. niger *has become a very useful model fungus for basic studies in recent years because it has available annotated genome sequences, gene transfer systems and a variety of regulatory mutants. It is unlikely that commercial cellulases from *A. niger *will supplant those from *T. reesei*. The opportunity afforded by using the *A. niger *system is to provide new knowledge regarding the regulation of hydrolases (especially cellulases, hemicellulases and esterases) and accessory proteins that assist in the saccharification of complex substrates. To understand how enzymatic cocktails that can hydrolyze pretreated SBs can be improved, we used a genomics-based approach to investigate which genes and pathways are transcriptionally modulated during growth of *A. niger *on steam-exploded sugarcane bagasse (SEB). Herein we report the main cellulase- and hemicellulase-encoding genes that show increased expression during growth on SEB. We also sought to determine whether the mRNA accumulation of several SEB-induced genes encoding putative transporters is induced by xylose and repressed by glucose.

## Results

### Transcriptome analysis of *Aspergillus niger *grown on steam-exploded sugarcane bagasse

*A. niger *conidia are able to grow in liquid basic culture medium (BCM without yeast extract and supplemented with 0.5% wt/vol SEB as a carbon source (Figure 1). SEB fragments are not very regular and vary in size (Figure 1A, upper panels). After 24 hours of growth, gemlings are able to grow intimately into the SEB fragments, squeezing them (Figures 1A and 1B). As a first step toward verifying the induction of cellulase and hemicellulase production, we evaluated a time course of endo-1,4-β-xylanase (xylanase) and endo-1,4-β-glucanase (cellulase) activity when *A. niger *was grown in the presence of xylose, xylan, SB and SEB as carbon sources (Figure 2). Xylanase activity was higher in xylan than in any of the other three carbon sources, and it was almost absent in SB as single-carbon source (Figure 2A). Cellulase activity was higher in SEB than in any of the other three carbon sources (Figure 2B). Interestingly, cellulase activity was much higher in the presence of xylose than in the presence of xylan (Figure 2B, upper graph). As expected, the physical treatment of SB, that is, SEB, increased xylanase and cellulase activity dramatically (Figure 2, lower graphs). Curiously, during growth on SEB, xylanase and cellulase activity remained at about the same levels from 6 to 36 hours, but cellulose activity increased at 48 hours (Figure 2, lower graphs). We decided to choose 6, 12 and 24 hours as time points for our microarray analysis, with the aim of understanding early events involved in cellulases and xylanase induction. To gain insight into which hydrolytic enzyme-encoding genes and pathways are influenced by SEB, we determined the transcriptional profile of *A. niger*. 

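RNA of the wild-type strain N402 was taken after 6, 12 and 24 hours on SEB, labelled with Cy5 and hybridized together with Cy3-labelled RNA from mycelia grown on fructose for 24 hours. Each time point had 2 replicate arrays, 6 arrays in all. The dyes were not exchanged on any array, so that a dye bias of a gene remains in its ratio. Each Agilent array carried 44173 features, of which 42756 were gene spots for 14052 probes, most of them (13992) with 3 spots each. The authors read the arrays with Agilent's Feature Extraction software, which subtracted the background, normalized the dyes and gave a log10 ratio of Cy5 to Cy3 for each spot. Here the ratios were converted to log2, spots that the software marked as outliers were left out (between 4.07% and 4.72% of the gene spots of a wild-type array), and the spots of a probe were averaged. The signal was well above background for 42.9% to 60.4% of the probes in Cy5 and for 52.3% to 61.9% in Cy3. For 9.06% to 21% of the probes of an array the log2 Cy5/Cy3 ratio was exactly 0, because the software had set both signals to a substitute value. The mean log2 Cy5/Cy3 ratio was tested against 0 with limma, and a probe was called when its Benjamini-Hochberg adjusted p was under 0.05. The paper's text does not state whether the Cy3 RNA of the replicates came from a single fructose culture. If it did, no p or SD of these ratios covers the variation between fructose cultures. The scanner files of the second 12-hour replicate and the first 24-hour replicate were exchanged before any test. Probe by probe across genes, each followed the deposited matrix column of the other sample (r = 0.999 for both). Each followed its own column less closely (r = 0.653 and r = 0.654). The log2 ratios of Table S3, taken by the time and replicate of each column, had the same assignment as that matrix. The number of arrays limits the precision of every value.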

We grew *A. niger *on 1% fructose (control) and transferred mycelia to 0.5% SEB as a single-carbon source for 6, 12 and 24 hours. In these experiments, our main aim was to focus on genes that have increased or decreased mRNA expression on SEB compared to the control. We were able to observe about 3,700 genes modulated at at least one time point (1,555 and 2,143 genes with log_2 _Cy5/Cy3 ratios ≥ 1 and ≤ 1, respectively) [GEO:GSE24798] http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24798. 

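Over the 6 wild-type arrays, 4851 of the 14052 probes were called, 1943 with a higher and 2908 with a lower signal on SEB than on fructose. Of the called probes, 3837 had a mean log2 Cy5/Cy3 ratio of at least 1 in size. The ratio was above 0 on every array for 1711 of the higher probes and below 0 on every array for 2607 of the lower ones. The alternative that moved the count most was the one-class test of the paper's methods at its limit of 0.001 for the unadjusted p, with 1568 probes. With the time points as groups, 4042 probes were called at 6 hours (1787 higher, 2255 lower), 3811 at 12 hours (1873 higher, 1938 lower) and 5948 at 24 hours (2551 higher, 3397 lower), and 7461 at 1 or more time points. Each of these counts rested on 2 arrays. Without the first or the second array of a time point the count fell to 480 or 1630 at 6 hours, to 1092 or 1111 at 12 hours and to 2215 or 3660 at 24 hours, and without the first 24-hour array 4676 probes were called at 1 or more time points. With background correction and loess in limma in place of the authors' normalization, the called probes were 1476 higher and 1209 lower at 6 hours, 1527 higher and 1317 lower at 12 hours and 2258 higher and 2204 lower at 24 hours, so that the balance of directions at each time point depended on the normalization.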

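At an unadjusted p of 0.01, the false discovery rate by the Benjamini-Hochberg procedure was 3.33% for the limma test over the wild-type arrays, at which 4214 probes passed. The one-class test of the paper's methods on the same log2 ratios had a rate of 3.9% at that limit, with 3528 probes, and 0.878% at a p of 0.001.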

The false discovery rate (FDR) was 1.18% (*P *= 1%; *P *= 0.01) (see Additional file 1, Table S1). These genes are involved in a variety of cellular processes, and they were classified based on Functional Catalogue (FunCat) database categories http://mips.helmholtz-muenchen.de/proj/funcatDB (Additional file 2, Table S2, and Additional file 3, Table S3, list the genes) [14]. Hierarchical clustering showed that these genes fall into six main clusters (Figure 3A). The first three clusters of genes (C1 to C3; *n *= 2,143 genes) (Figure 3A) showed the lowest expression levels on SEB. 

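The part of Table S3 used here lists 1542 of the genes with decreased mRNA accumulation. All of them had a mean log2 Cy5/Cy3 ratio below 0 over the 6 arrays, and 1538 were called lower. Of the 9213 ratios per array that the table gives for these genes, 8805 (95.6%) lay within 0.1 of the value computed from the scanner files. The 5 genes with the largest decrease, chosen among the genes above background in both channels of every array with a ratio below 0 on each, were An05g01280 at -5.31 ± 0.61 (SD, n = 6 arrays), An05g01290 at -5.26 ± 0.97 (SD, n = 6), An07g08760 at -5.01 ± 0.58 (SD, n = 6), An18g01580 at -4.97 ± 0.61 (SD, n = 6) and An08g03730 at -4.94 ± 0.84 (SD, n = 6). The clusters themselves were not recomputed.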

FunCat analysis [14] (Additional file 2, Table S2, and Additional file 3, Table S3) of the classified genes in these clusters showed a significant enrichment (*P *< 0.001) for (1) cell growth and morphogenesis, (2) assembly of protein complexes, (3) eukaryotic plasma membrane and (4) degradation of foreign exogenous compounds (Figure 3B). 

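Table S2 lists the genes of each category. Of the genes with decreased mRNA accumulation, it gives 167 for cell growth and morphogenesis, 111 for assembly of protein complexes, 29 for eukaryotic plasma membrane and 17 for degradation of foreign compounds. Every one of them was called lower, both among all 14052 probes and with p adjusted over the list alone. The study chose these lists on the same arrays, so these calls are not independent evidence. The median of the mean log2 Cy5/Cy3 ratios was -1.49 for cell growth and morphogenesis, -1.38 for assembly of protein complexes, -1.54 for eukaryotic plasma membrane and -1.92 for foreign compounds. The enrichment itself was not recomputed, since the FunCat categories of the genes outside these lists were not used here.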

If the unclassified genes were not taken into account, the categories "cell growth and morphogenesis" and "assembly of protein complexes" would comprise 52% and 34% of these gene clusters, respectively (Figure 3B). In the "cell growth and morphogenesis" category, we observed genes involved in cell-cycle progression, such as a number of cyclin-encoding genes (An01g07040, An15g06500 and An07g08520) and cyclin-dependent kinases (An05g00280 and An09g04660). In addition, several genes encoding Ras-like proteins (An14g05530, An11g10320, An15g06650 and An5g00370) and signal transduction proteins involved in cell growth and monitoring nutrient conditions were expressed (G proteins such as An2g08000 and An02g01290 and protein kinases such as mitogen-activated protein kinase (An08g03240) and cAMP-dependent protein kinase catalytic subunit (An07g05060)). These results suggest that there is a reduction in growth progression during the 24-hour incubation with SEB.

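Of the 3 cyclin genes, An15g06500 (similar to cyclin B) had a mean log2 Cy5/Cy3 ratio of -1.55 ± 0.51 (SD, n = 6 arrays; limma adjusted p = 0.00232) and An07g08520 (similar to a G1/S-specific cyclin) of -1.55 ± 0.65 (SD, n = 6; limma adjusted p = 0.00517), both below 0 on all 6 arrays. For An01g07040 the mean was -0.36 ± 0.60 (SD, n = 6; limma adjusted p = 0.279), with a ratio above 0 on 2 of the arrays, so that no change was called. The kinase genes An05g00280 and An09g04660 had means of -2.27 ± 0.68 (SD, n = 6; limma adjusted p = 0.00159) and -1.83 ± 0.76 (SD, n = 6; limma adjusted p = 0.00505). On SEB the signal of An15g06500 was not above background on any array, and that of An05g00280 on 1 only, so the size of their decrease is uncertain.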

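All of the listed genes had lower ratios. Among the genes that the paper lists as Ras-like, the mean log2 Cy5/Cy3 ratio was -1.11 ± 0.61 (SD, n = 6 arrays) for An14g05530, -0.74 ± 0.25 (SD, n = 6) for An11g10320, -1.57 ± 0.36 (SD, n = 6) for An15g06650 and -1.49 ± 0.47 (SD, n = 6) for An05g00370. In the paper's own gene descriptions, An11g10320 is instead similar to the cytoskeleton assembly control protein Sla2. The genes for G proteins had -2.30 ± 0.92 (SD, n = 6) for An02g08000 and -1.98 ± 0.75 (SD, n = 6) for An02g01290, and the kinase genes -1.09 ± 0.62 (SD, n = 6) for An08g03240 and -1.34 ± 0.61 (SD, n = 6) for An07g05060. Each was called, with limma adjusted p between 0.000762 (An15g06650) and 0.0156 (An08g03240), and each ratio was below 0 on all 6 arrays. With background correction and loess in limma, An14g05530 (-0.11), An05g00370 (-0.09) and An08g03240 (-0.10) were no longer called, and An08g03240 was not called without the second 24-hour array either (limma adjusted p = 0.0537). Neither An14g05530 nor An05g00370 was above background in Cy5 on any array, and An02g08000, An08g03240 and An07g05060 were on 1 array only and An02g01290 on 2, so that the size of the decrease of these 6 genes is uncertain.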

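The 167 genes of the category had a median log2 Cy5/Cy3 ratio of -1.29 at 6 hours, -1.17 at 12 hours and -1.76 at 24 hours. Their means over the time points lay between -4.94 and -0.49. In 8 of them the ratio differed between the time points by the F test of limma. From the lower mRNA accumulation of genes for the cell cycle and for signalling, the paper proposes that growth slows during incubation with SEB.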

**Figure 1:**
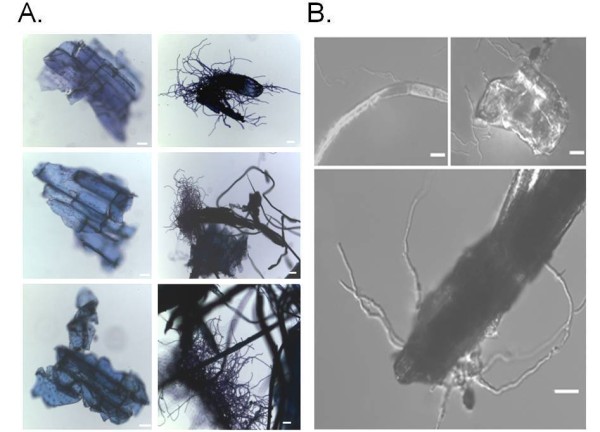
***Aspergillus niger *growth on SEB**. *A. niger *conidia were grown for 24 hours on batch cultivation medium without yeast extract supplemented with 0.5% steam-exploded sugarcane bagasse as carbon source. **(A) **Steam-exploded sugarcane bagasse (SEB) fragments stained with toluidine blue without any inoculation (left panel) and inoculated with *A. niger *and grown for 24 hours at 30°C (right panel). **(B) **Magnification of SEB inoculated with *A. niger *for 24 hours at 30°C. Bars = 20 μm.

**Figure 2:**
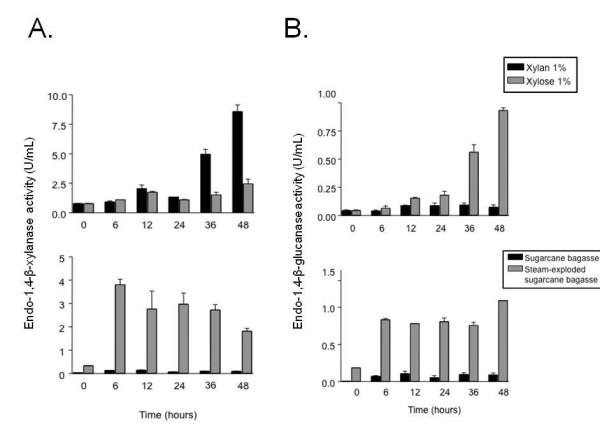
**Enzymatic activities of (A) endo-1,4-β-xylanase (xylanase) and (B) endo-1,4-β-glucanase (cellulase) in the presence of xylose, xylan and sugarcane bagasse (native or steam-exploded)**. One unit of enzyme activity is defined as the amount of enzyme required to release 1 μM D-xylose-reducing sugar equivalents per minute from arabinoxylan at pH 4.5 and 40°C. The results are the average of three repetitions, and the error bars represent standard deviations.

**Figure 3:**
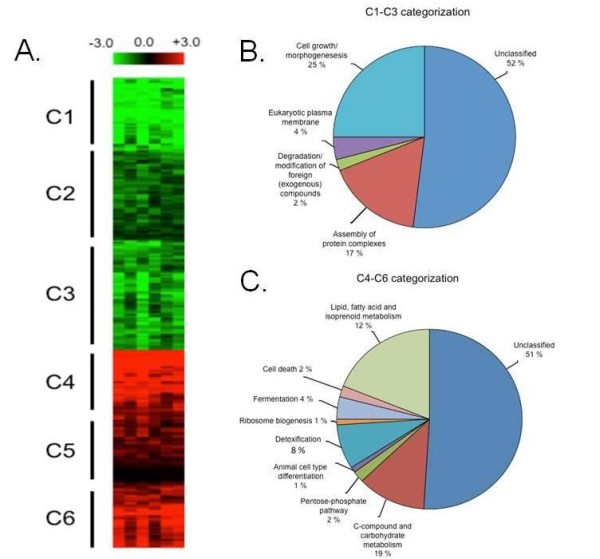
**Hierarchical clustering comparing the pattern of expression of *Aspergillus niger *grown on steam-exploded sugarcane bagasse (A)**. The color code displays the log_2 _ratio of cyanine 5 to cyanine 3 (Cy5/Cy3 ratio) for each time point with Cy3 used as the reference value (time point = 0, growth on fructose). The resulting significant data were visualized based on similar expression vectors using Euclidean distance and hierarchical clustering with an average linkage clustering method to view the whole data set. Clusters C1 to C3 and C4 to C6 show genes with decreased and increased mRNA accumulation, respectively, during growth of *A. niger*. Additional file 2, Table S2, and Additional file 3, Table S3, show genes that belong to these clusters. **(B) **and **(C) **The Functional Catalogue (FunCat) database http://mips.helmholtz-muenchen.de/proj/funcatDB/[14] functional annotation for the encoded proteins observed in clusters C1 to C6.

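Among the genes with increased mRNA accumulation, 1433 had a ratio above 0 on every wild-type array and a mean log2 Cy5/Cy3 ratio of at least 1. The 5 largest increases, chosen by the same rule as the decreases, included An14g02760 and An17g00300, which are among the hydrolase genes of Tables 1 and 2. The other 3 were An11g01220 at 7.01 ± 0.63 (SD, n = 6 arrays), An05g01730 at 6.32 ± 0.84 (SD, n = 6), whose spots were saturated in Cy5 on 1 of the arrays, and An18g05480 at 6.25 ± 0.99 (SD, n = 6). In the moderated F test of limma over the 3 time points, the log2 ratio of 1688 probes differed between time points. Without any 1 of the 6 arrays this count was 0, with between 3658 and 4441 probes at an unadjusted p under 0.05.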

The other three clusters of genes (C3 to C6; *n *= 1,555 genes) (Figure 3A) showed the highest expression levels on SEB. FunCat analysis [14] (Additional file 2, Table S2, and Additional file 3, Table S3) of the classified genes in these clusters showed enrichment of (1) C compound and carbohydrate metabolism; (2) lipid, fatty acid and isoprenoid metabolism; (3) cell death; (4) detoxification; (5) fermentation; (6) the pentose phosphate pathway; (7) animal cell-type differentiation; and (8) ribosome biogenesis (Figure 3C). 

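For the genes with increased mRNA accumulation, Table S2 gives 35 genes for cell death, 17 for animal cell-type differentiation and 23 for ribosome biogenesis. Called higher were 34, 17 and 23 of them, with the same numbers when p was adjusted over the list alone. These lists also came from the arrays tested here. The median log2 Cy5/Cy3 ratios were 1.50, 1.50 and 1.32. None of these genes was called lower in the limma test, and every one had a mean above 0.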

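In the lists of Table S2, 305 of 321 genes for C-compound and carbohydrate metabolism were called higher over all probes, and 308 with p adjusted over the list alone. For fermentation 56 of 59 genes and for the pentose-phosphate pathway 29 of 32 genes were called higher either way. The median log2 Cy5/Cy3 ratio was 2.05 for C-compound and carbohydrate metabolism, 2.16 for fermentation and 2.03 for the pentose-phosphate pathway. No gene of these 3 lists was called lower. A gene can belong to more than 1 of the lists.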

Once more, if the unclassified genes were not taken into account, the categories "C compound and carbohydrate metabolism," "fermentation" and "pentose phosphate pathway" would comprise 50.36% of these gene clusters (Figure 3C). The categories "lipid, fatty acid and isoprenoid metabolism" and "detoxification" would comprise 25.18% and 15.28% of these gene clusters, respectively (Figure 3C). 

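Of the 206 genes for lipid, fatty acid and isoprenoid metabolism, 197 were called higher (200 with p adjusted over the list alone), with a median log2 Cy5/Cy3 ratio of 2.20. Of the 125 genes for detoxification, 121 were called higher (122 with p adjusted over the list alone), with a median of 2.16. Both lists were chosen by the study on these arrays.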

We first concentrated our attention on genes encoding cellulases and xylanases whose mRNA accumulation increased when *A. niger *was grown on SEB (Tables 1 and 2). The *A. niger *genome comprises 31 and 36 predicted cellulase- and hemicellulase-encoding genes, respectively [9]. 

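All 18 cellulase genes of Table 1 and all 21 hemicellulase genes of Table 2 were called higher over the 6 wild-type arrays, among all probes and with p adjusted over the list alone. The study picked these genes on the same arrays. The mean log2 Cy5/Cy3 ratios ran from 1.38 to 8.27 in Table 1, with a median of 5.29, and from 1.56 to 8.35 in Table 2, with a median of 5.20. The largest limma adjusted p was 0.0172 in Table 1 and 0.0205 in Table 2. The fewest genes were called with the one-class test of the paper's methods at its limit of 0.001, which left 16 cellulase and 15 hemicellulase genes. With each array left out in turn, at least 16 cellulase and 20 hemicellulase genes were called. Among the largest ratios were those of the α-glucuronidase gene aguA (An14g05800), 8.35 ± 0.74 (SD, n = 6 arrays), and of the β-glucosidase gene An11g02100, 8.27 ± 0.51 (SD, n = 6). The fructose signal of An14g05800 was above background on 2 arrays only, and with background correction and loess in limma its mean was 5.73, so that its size is uncertain. The Cy3 signal of An11g02100 was not above background on any wild-type array. Against the lowest Cy3 signal that the software called well above background on the same array, its processed Cy5 signal was at least 185-fold higher on every array. The smallest were the ratios of the β-1,2-D-glucosidase gene An15g04800, 1.38 ± 0.81 (SD, n = 6), and of the β-mannosidase gene An12g01850, 1.56 ± 0.74 (SD, n = 6). For 3 genes of Table 1 and 1 of Table 2 the fructose signal was not above background on any array.

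**Figure D1:**
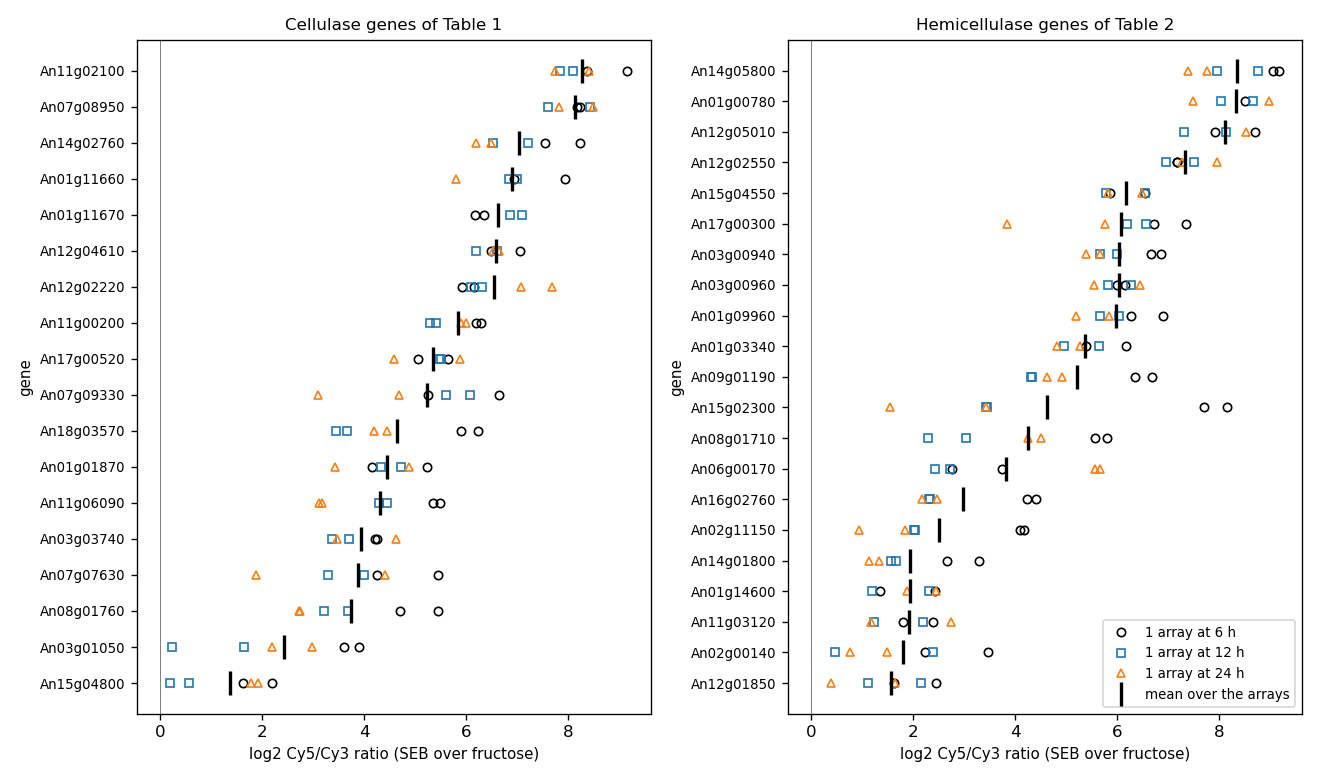
Log2 Cy5/Cy3 ratio (horizontal axis) of each gene of Table 1 (left) and Table 2 (right) on each wild-type array, with circles for 6 hours, squares for 12 hours, triangles for 24 hours and a bar for the mean over the arrays; spots marked as outliers are left out, so that a few genes have fewer than 6 points. All points lie above 0, the lowest at 0.19 for An15g04800 and at 0.38 for An12g01850.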

We were able to observe increased expression of 18 (58%) and 21 (58%) cellulase- and hemicellulase-encoding genes, respectively, during growth on SEB (Tables 1 and 2). Interestingly, there is increased mRNA accumulation of several genes involved in fermentation, such as alcohol dehydrogenase (*AlcB*; An01g12170) and lactate dehydrogenase (*Ldh*; An11g09520), raising the possibility that lactate and alcohol fermentation occurs concomitantly with biomass saccharification. 

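The alcohol dehydrogenase gene had a log2 Cy5/Cy3 ratio of 5.92 ± 0.20 (SD, n = 2 arrays) at 6 hours, 4.75 ± 0.46 (SD, n = 2) at 12 hours and 4.79 ± 0.46 (SD, n = 2) at 24 hours. Over the 6 arrays An01g12170 had a mean of 5.15 ± 0.67 (SD, n = 6; limma adjusted p = 0.000116). The lactate dehydrogenase gene had 2.31 ± 0.56 (SD, n = 2) at 6 hours, 0.78 ± 0.43 (SD, n = 2) at 12 hours, where it was not called (limma adjusted p = 0.106), and 1.86 ± 0.14 (SD, n = 2) at 24 hours. The mean of An11g09520 over the time points was 1.65 ± 0.77 (SD, n = 6; limma adjusted p = 0.00766). Neither gene differed between the time points by the F test of limma (adjusted p = 0.141 and 0.112).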

As expected, there is an intense modulation of several genes involved in C compound and carbohydrate metabolism and in the pentose phosphate pathway, which reflects the broad transport and metabolization of different classes of sugars during biomass utilization.

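By time point, 249 genes of the C-compound and carbohydrate list were called higher at 6 hours, 192 at 12 hours and 265 at 24 hours, with median log2 Cy5/Cy3 ratios of 2.11, 1.59 and 2.33. For 62 of these genes the Cy3 signal was not above background on any wild-type array, so that the size of their increase is uncertain. The ratio of 37 of them differed between the time points by the F test of limma.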

**Table 1:** Predicted *Aspergillus niger *cellulase-encoding genes that have increased mRNA accumulation during growth on steam-exploded sugarcane bagasse compared to growth on fructose reference control

Gene locus	Motifs*			GH family	SP	MS	Description	log_2 _Cy5/Cy3 ratio**		
						
	Sequence	Location	Orientation					6 hours	12 hours	24 hours
An03g03740				GH1	No	No	β-glucosidase (*bgl4*)	4.22	3.53	4.04
An11g02100	GGCTAG	249	1	GH1	Yes	No	β-glucosidase			
An15g04800	TTAGCC	-178	-1	GH3	Yes	No	β-1.2-D-glucosidase (*b2tom*)	1.90	0.37	1.85
An07g07630	GGCTAA	-180	1	GH3	Yes	No	β-glucosidase	4.88	3.67	3.21
An17g00520				GH3	No	No	β-glucosidase precursor (*bgluc*)	5.34	5.49	5.23
An18g03570				GH3	Yes	Yes	β-glucosidase (*bgl1*)	6.06	3.55	4.31
An11g00200				GH3	Yes	No	β-glucosidase (*bgln*)	6.23	5.34	5.94
An11g06090	CTAGCC GGCTAA	-69 -482	-1 1	GH3	Yes	No	β-glucosidase 2 (*bgl2*)	5.44	4.62	3.19
An03g01050				GH5	Yes	No	Endo-β-1.4-glucanase	3.75	0.92	2.58
An01g11670				GH5	Yes	No	Endo-β-1.4-glucanase A (*eglA*)	6.25	6.97	6.86
An07g08950	GGCTAA	-128	1	GH5	Yes	No	Endo-β-1.4-glucanase B	8.21	8.03	8.16
An08g01760	TTAGCC	-185	-1	GH6	Yes	No	Exocellobiohydrolase	5.07	3.47	2.73
An12g02220				GH6	Yes	Yes	Cellulose 1.4-β-cellobiosidase II (*cbh2*)	6.03	6.15	7.36
An07g09330				GH7	Yes	No	1.4-β-D-glucan cellobiohydrolase A precursor (*cbhA*)	5.95	5.83	3.89
An01g11660	GGCTAG TTAGCC	-417 -157	1 1	GH7	Yes	No	1.4-β-D-glucan cellobiohydrolase B precursor (*cbhB*)	7.43	6.91	6.58
An14g02760				GH12	Yes	No	Endoglucanase A (*eglA*)	7.88	6.85	6.35
An12g04610				GH61	Yes	No	Similarity to endoglucanase IV (*egl4*)	6.78	6.40	6.59
An01g01870	GGCTAA	-394	1	GH74	Yes	No	Avicelase III	4.69	4.52	4.15

GH = glycoside hydrolase; SP = signal peptide; MS = mass spectrometry; log_2 _Cy5/Cy3 ratio = base 2 logarithm ratio of cyanine 5 to cyanine 3. *Search of the promoter regions (500 bp upstream of putative translational start codon) of the displayed genes for the *A. niger *XlnR-binding sites containing either 5'-TTAGCC-3' or 5'-GGCTAG-3'. Location is relative to start codon. **log_2 _Cy5/Cy3 ratio observed in microarray hybridizations.

**Table 2:** Predicted *Aspergillus niger *hemicellulase-encoding genes that have increased mRNA accumulation during growth on steam-exploded sugarcane bagasse compared to growth on fructose reference control

	Motifs*							log_2 _Cy5/Cy3 ratio**		
						
Gene locus	Sequence	Location	Orientation	GH family	SP	MS	Description	6 hours	12 hours	24 hours
An12g01850				GH2	No		β-mannosidase	2.03	1.63	1.01
An01g09960	GGCTAA	-147 -133	1	GH3	Yes	No	Exo-1,4-β-xylosidase (*xlnD*)	6.70	5.85	5.51
An17g00300	TTAGCC	-487-9	-1	GH3	Yes	No	Bifunctional xylosidase-arabinosidase (*xarB*)	7.04	6.42	4.80
An03g00940	GGCTAA	-495 -288	1	GH10	Yes	Yes	Endo-1.4-β-xylanase A precursor (*xynA*)	6.77	5.86	5.52
An01g14600				GH11	Yes	No	Endo-1.4-β-xylanase	1.88	1.66	2.17
An15g04550	GGCTAA TTAGCC	-322 -270	1 -1	GH 11	Yes	No	Xylanase A (*xynA*)	6.21	6.21	6.19
An01g00780	GGCTAA	-216 124	1	GH11	Yes	Yes	Endo-1.4-β-xylanase B (*xynB*)	8.86	8.36	8.24
An01g03340	GGCTAA	-244	1	GH12	Yes	No	Xyloglucan-specific endo-β-1.4-glucanase	5.79	5.29	5.05
An14g01800				GH27	Yes	No	α-galactosidase D	3.01	1.63	1.23
An06g00170				GH27	Yes	No	α-galactosidase A	3.25	2.57	5.62
An02g11150				GH27	Yes	No	α-galactosidase (*aglB*)	4.16	2.00	1.38
An11g03120				GH43	No	No	Endo-1.4-β-xylanase (*xynD*)	2.09	1.70	1.95
An02g00140				GH43	No	No	Xylan-1.4-β-xylosidase (*xynB*)	2.88	1.43	1.34
An09g01190				GH43	Yes	No	Endo-1.5-α-arabinanase (*abnA*)	6.54	4.31	4.78
An08g01710				GH51	No	No	α-L-arabinofuranosidase (*abfA*)	5.69	2.66	4.38
An15g02300	CTAGCC TTAGCC	-39 -473 -421	-1 -1	GH54	Yes	No	Arabinofuranosidase B (*abfB*)	7.94	3.43	2.49
An03g00960	GGCTAA	-346	1	GH62	Yes	No	1.4-β-D-arabinoxylan arabinofuranohydrolase (*axhA*)	6.13	6.05	6.00
An14g05800	GGCTAG GGCTAA	-412 -277	1	GH67	Yes	No	α-glucuronidase (*aguA*)	9.12	8.36	7.72
An16g02760	GGCTAA	-245	1	GH95	No	No	α-fucosidase			
An12g02550	TTAGCC	-500	-1	CE1	Yes	No	Feruloyl esterase	7.18	7.24	7.87
An12g05010				CE1	Yes	No	Acetyl xylan esterase (*axeA*)	8.31	7.72	7.77

GH = glycoside hydrolase; SP = signal peptide; MS = mass spectrometry; log_2 _Cy5/Cy3 ratio = base 2 logarithm ratio of cyanine 5 to cyanine 3. *Results of a search of the promoter regions (500 bp upstream of the putative translational start codon) of the displayed genes for the *A. niger Xln*R binding sites containing either 5'-TTAGCC-3' or 5'-GGCTAG-3'. Location is relative to the start-codon. **log_2 _Cy5/Cy3 ratio observed in the microarray hybridizations. In the Orientation column, the numbers that were missing are the same.

### Validation of the microarray hybridization analysis

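On the arrays, the mean log2 Cy5/Cy3 ratio was 5.98 ± 0.58 (SD, n = 6 arrays) for xlnD (An01g09960), 8.12 ± 0.35 (SD, n = 6) for eglB (An07g08950) and 5.22 ± 1.24 (SD, n = 6) for cbhA (An07g09330). For eglB the fructose signal was above background on 2 of the 6 arrays only. The lowest mean of eglB under the alternative processings was 5.36, so that its size is uncertain. Saturated spots limited the other 3 hydrolase genes that were later measured by RT-PCR. Their Cy5 signal was saturated on 5 arrays for xynB (An01g00780), on 4 for eglA (An01g11670) and on all 6 for cbhB (An01g11660). From the spots that were not marked as outliers, the means were 8.34 ± 0.58 (SD, n = 5) for xynB, 6.62 ± 0.44 (SD, n = 4) for eglA and 6.90 ± 0.76 (SD, n = 5) for cbhB. The limma adjusted p of these 6 genes lay between 6.53e-06 (eglB) and 0.000714 (cbhA).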

To validate some of our findings, we chose eight different genes from our microarray analysis whose mRNA shows increased accumulation when *A. niger *has grown on SEB. We designed Lux fluorescent probes and used real-time RT-PCR analysis to quantify their expression in *A. niger *grown on SEB for 6, 12 and 24 hours (Table 3). The measured quantity of a specific gene's mRNA in each of the treated samples was normalized using the comparative threshold (C_t_) values obtained for the actin mRNA amplifications run in the same plate. We also used β-tubulin as a normalizer and observed similar results (data not shown). The results were expressed as the number of times the genes showed increased expression when *A. niger *was grown on SEB compared to the control grown on fructose. We evaluated the mRNA accumulation of *xlnD *(An01g0960), encoding an exo-1,4-β-xylosidase; *xynB *(An01g00780), encoding an endoxylanase; *eglA *(An01g11670), encoding an endoglucanase; *eglB *(An07g08950), encoding an endoglucanase; *cbhA *(An07g09330), encoding a cellobiohydrolase; and *cbhB *(An01g11660), encoding a cellobiohydrolase. In addition, we quantified the mRNA accumulation of *xyrA *(An01g03780) and *xlnR *(An15g05810), which encode xylose reductase and the master transcription factor responsible for cellulase and xylanase induction in *A. niger*, respectively. Both genes showed greater expression during growth on SEB in our hybridization analysis (Additional file 3, Table S3). 

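The probe of xlnR (An15g05810) had a mean log2 Cy5/Cy3 ratio of 2.16 ± 0.46 (SD, n = 6 arrays; limma adjusted p = 0.000527) and was above 0 on all 6 arrays. Its ratio was 2.64 ± 0.01 (SD, n = 2) at 6 hours, 2.03 ± 0.56 (SD, n = 2) at 12 hours and 1.81 ± 0.06 (SD, n = 2) at 24 hours. The probe of An01g03780, the identifier given for xyrA, had a mean of -0.36 ± 0.95 (SD, n = 6; limma adjusted p = 0.496). It was above 0 on the 6-hour arrays, 0.79 ± 0.10 (SD, n = 2; limma adjusted p = 0.04), and below 0 on the 12-hour arrays, -1.24 ± 0.20 (SD, n = 2; limma adjusted p = 0.0145), and the 24-hour mean of -0.63 ± 0.39 (SD, n = 2) was not called. Elsewhere the paper gives An01g03740 for D-xylose reductase. An01g03740 was called higher at 6 hours, at 9.66 ± 0.30 (SD, n = 2; limma adjusted p = 0.00475). All of its spots on the later arrays were marked as outliers, and with these kept its ratios there lay between 6.83 and 7.50. Which of the identifiers belongs to the xyrA measured by RT-PCR was not tested here.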

Interestingly, all genes tested showed increased mRNA accumulation at 6 hours, but then their mRNA accumulation decreased at 12 and 24 hours. However, all these genes showed, to different extents, increased mRNA accumulation when *A. niger *was grown on SEB compared to the noninducing conditions, that is, growth on fructose (Table 3). Thus it seems that our microarray hybridization approach is capable of providing information about *A. niger *gene expression modulation with a considerably high level of confidence.

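Across genes, the log2 Cy5/Cy3 ratios of the 2 wild-type arrays of a time point correlated with r between 0.859 and 0.906. Wild-type arrays of different time points correlated with r between 0.591 and 0.744. Genes are not independent replicates, so no p is given for these correlations.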

**Table 3:** Gene expression measured by real-time RT-PCR of genes encoding *Aspergillus niger *cellulases, hemicellulases, xylose reductase and *xlnR *during growth on steam-exploded sugarcane bagasse

Gene and locus	Control (fructose)	SEB 6 hours	SEB 12 hours	SEB 24 hours
*cbhA *(An07g09330)	0.0086 ± 0.0008	0.3178 ± 0.0104	0.0477 ± 0.0013	0.0284 ± 0.0066
*cbhB *(An01g11660)	0.0023 ± 0.0000	4.2126 ± 0.1298	1.2376 ± 0.0629	1.6419 ± 0.3598
*eglA *(An01g11670)	0.0008 ± 0.0000	1.4762 ± 0.2621	0.7261 ± 0.0368	0.3397 ± 0.0740
*eglB *(An07g08950)	0.0062 ± 0.0004	3.7060 ± 0.0112	0.6213 ± 0.0248	0.1227 ± 0.0263
*xynB *(An01g00780)	0.0039 ± 0.0001	153.0746 ± 2.8399	9.8474 ± 0.6560	6.4386 ± 1.5611
*xlnD *(An01g09960)	0.0110 ± 0.0003	15.4472 ± 0.1495	0.7838 ± 0.0036	0.0617 ± 0.0149
*xlnR *(An15g05810)	0.76 ± 0.00	5.93 ± 0.62	1.71 ± 0.06	2.35 ± 0.24
*xyrA *(An01g03780)	0.33 ± 0.02	268.58 ± 6.22	45.84 ± 1.98	36.40 ± 1.11

SEB = steam-exploded sugarcane bagasse. The mRNA accumulation of several *A. niger *genes during growth on SEB. Cultures were grown for 24 hours at 30°C on batch cultivation medium (BCM) + 50 mM fructose, then the mycelial mass was transferred to BCM without yeast extract + steam-exploded sugarcane bagasse and grown for 6, 12 and 24 hours at 30°C. Real-time RT-PCR was used to quantify the mRNA. The measured quantity of a specific gene mRNA in each of the treated samples was normalized using the comparative threshold (C_t_) values obtained for the actin mRNA amplifications run in the same plate. The relative quantitation of specific gene and actin gene expression was determined by a standard curve (that is, C_t _values plotted against logarithm of DNA copy numbers). The results of four sets of experiments were combined for each determination. Data presented are means ± SD. The values represent the cDNA concentration of a specific gene divided by the actin cDNA concentration.

### Genes encoding putative transporters

We observed intense modulation of mRNA accumulation of several genes that encode predicted transporters potentially involved with sugar transport (see Additional file 3, Table S3). We concentrated our attention on seven of them that showed increased mRNA accumulation in the presence of SEB (Table 4). 

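All 7 transporter genes of Table 4 were called higher over the 6 wild-type arrays, among all probes and with p adjusted over the list alone, a list that the study drew from these arrays. The largest limma adjusted p among them was 0.00307. The largest mean log2 Cy5/Cy3 ratio was that of An15g04270, 6.42 ± 1.52 (SD, n = 6 arrays), whose Cy3 signal was not above background on any array. On every array its processed Cy5 signal was at least 9.35-fold higher than the lowest Cy3 signal well above background. This bound is 3.23 on the log2 scale, below the means of An06g00620 and An06g00260. The size of the ratio of An15g04270 and its rank are therefore uncertain. The ratio of An15g04270 differed between the time points by the F test of limma (adjusted p = 0.0299), with 5.02 ± 0.37 (SD, n = 2) at 6 hours, 5.98 ± 0.21 (SD, n = 2) at 12 hours and 8.26 ± 0.51 (SD, n = 2) at 24 hours. The mean was 5.75 ± 1.22 (SD, n = 6) for An06g00620, 5.48 ± 0.90 (SD, n = 6) for An06g00260, 3.91 ± 0.47 (SD, n = 6) for An01g00850, 3.63 ± 1.09 (SD, n = 6) for An12g09270, 3.24 ± 0.63 (SD, n = 6) for An15g05440 and 1.97 ± 0.71 (SD, n = 6) for An11g03700. At 6 hours An11g03700 was not called (1.33 ± 0.67, SD, n = 2; limma adjusted p = 0.0505).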

As a preliminary step toward assessing the function of some of these transporter-encoding genes, we performed real-time RT-PCR analysis. We validated the increased mRNA accumulation in the presence of SEB, and all of the genes showed increased mRNA accumulation to different extents when growth was induced by SEB (Table 5). Our laboratory is interested in identifying transporter-encoding genes that could be involved in xylose-transport. Thus we investigated whether the mRNA accumulation of these seven genes is modulated by xylose and affected by glucose (Table 6). All seven of these genes are induced by xylose and repressed by glucose to different extents (Table 6). Taken together, these results suggest that we were able to identify *A. niger *transporter-encoding genes that, based on their expression profiles, could be promising candidate xylose transporters.

**Table 4:** Predicted *Aspergillus niger *transporter-encoding genes that have increased mRNA accumulation during growth on steam-exploded sugarcane bagasse compared to growth on fructose reference control

Gene locus	Motifs*			Description	log_2 _Cy5/Cy3 ratio**		
			
	Sequence	Location	Orientation		6 hours	12 hours	24 hours
An01g00850	CTAGCC GGCTAA	-376 -385	-1 1	Similarity to xylose permease (*xylT*)	4.04	3.91	3.79
An06g00260	CTAGCC	-49	-1	Strong similarity to hexose transporter (*hxt5*)	5.87	4.36	6.23
An06g00620				Strong similarity to α-glucoside-hydrogen symporter (*mal11*)	7.19	4.73	5.96
An11g03700				Strong similarity to hexose transporter (*hxt1*)	1.33	1.97	2.64
An12g09270	GGCTAA	-356	1	Strong similarity to lactose permease (*lac12*)	3.52	4.44	2.94
An15g04270				Strong similarity to quinate transport protein (*qutD*)	5.07	6.02	8.29
An15g05440	TTAGCC	-6	-1	Strong similarity to high-affinity glucose transporter (*hgt1*)	3.85	3.02	2.86

log_2 _Cy5/Cy3 ratio = base 2 logarithm ratio of cyanine 5 to cyanine 3. *Results of a search of the promoter regions (500 bp upstream of putative translational start codon) of displayed genes for *A. niger Xln*R-binding sites containing either 5'-TTAGCC-3' or 5'-GGCTAG-3'. Location relative to start codon. **log_2 _Cy5/Cy3 ratio observed in microarray hybridizations.

**Table 5:** Gene expression measured by real-time RT-PCR of genes encoding *Aspergillus niger *putative transporters during growth on steam-exploded sugarcane bagasse

Gene locus	Control (fructose)	SEB 6 hours	SEB 12 hours	SEB 24 hours
An01g00850	0.064 ± 0.007	1.41 ± 0.01	1.38 ± 0.29	0.10 ± 0.02
An06g00260	0.21 ± 0.03	0.89 ± 0.09	1.70 ± 0.30	0.22 ± 0.02
An06g00620	2.25 ± 0.25	8.96 ± 0.93	8.87 ± 1.15	1.49 ± 0.19
An11g03700	0.396 ± 0.017	2.49 ± 0.08	3.02 ± 0.32	0.094 ± 0.019
An12g09270	0.96 ± 0.08	23.40 ± 3.50	4.28 ± 0.64	3.17 ± 0.61
An15g04270	0.036 ± 0.004	0.037 ± 0.006	0.13 ± 0.02	0.110 ± 0.009
An15g05440	0.021 ± 0.004	0.071 ± 0.002	0.041 ± 0.007	0.003 ± 0.001

SEB = steam-exploded sugarcane bagasse. The mRNA accumulation of several *A. niger *transporter-encoding genes during growth on SEB is shown. Cultures were grown for 24 hours at 30°C on batch cultivation medium (BCM) + 50 mM fructose, and the mycelia were transferred to BCM without yeast extract + SEB and grown for 6, 12, and 24 hours at 30°C. Real-time RT-PCR was used to quantify the mRNA. The measured quantity of a specific gene mRNA in each of the treated samples was normalized using the comparative threshold (C_t_) values obtained for the actin mRNA amplifications run in the same plate. The relative quantitation of a specific gene and actin gene expression was determined by drawing a standard curve (that is, C_t _values plotted against logarithm of DNA copy numbers). The results of four sets of experiments were combined for each determination. Data presented are means ± SD. The values represent the cDNA concentration of a specific gene divided by the actin cDNA concentration.

**Table 6:** Gene expression measured by real-time RT-PCR of genes encoding *Aspergillus niger *putative transporters in presence of xylose or xylose and glucose

Gene locus	Control (fructose)	Xylose 1 hour	Xylose 4 hours	Xylose + glucose 1 hour	Xylose + glucose 4 hours
An06g00620	0.08 ± 0.03	0.42 ± 0.07	0.38 ± 0.05	0.003 ± 0.00	0.03 ± 0.01
An15g04270	0.05 ± 0.00	0.04 ± 0.00	0.20 ± 0.00	0.04 ± 0.00	0.02 ± 0.00
An15g05440	0.34 ± 0.04	0.24 ± 0.03	0.56 ± 0.12	0.09 ± 0.05	0.19 ± 0.05
An11g03700	0.06 ± 0.00	0.04 ± 0.01	0.17 ± 0.01	0.009 ± 0.001	0.05 ± 0.01
An12g09270	0.29 ± 0.04	0.20 ± 0.02	0.56 ± 0.03	0.010 ± 0.001	0.20 ± 0.05
An01g00850	0.25 ± 0.01	0.16 ± 0.03	0.60 ± 0.02	0.13 ± 0.01	0.45 ± 0.17
An06g00260	0.70 ± 0.03	2.40 ± 0.22	2.30 ± 0.64	0.25 ± 0.01	0.36 ± 0.07

The mRNA accumulation of several *A. niger *transporter-encoding genes during growth on minimal medium (MM) + xylose or MM + xylose + glucose. Cultures from the *A. niger *N402 strain were grown for 24 hours at 30°C in batch cultivation medium (BCM) + 50 mM fructose and the mycelia were transferred to either BCM without yeast extract + 1% xylose or BCM without yeast extract + 1% xylose + 2% glucose and grown for one and four hours at 30°C. Real-time RT-PCR was used to quantify mRNA. The measured quantity of a specific gene mRNA in each of the treated samples was normalized using the comparative threshold (C_t_) values obtained for the actin mRNA amplifications run in the same plate. The relative quantitation of a specific gene and actin gene expression was determined by drawing a standard curve (that is, C_t _values plotted against logarithm of DNA copy numbers). The results of four sets of experiments were combined for each determination. Data presented are means ± SD. The values represent the cDNA concentration of a specific gene divided by the actin cDNA concentration.

### *In silico *identification of XlnR-binding motifs

The functional *A. niger *XlnR-binding sites identified contain either 5'-TTAGCC-3' or 5'-GGCTAG-3' [15-17]. A search of the promoter regions (500 bp upstream of the putative translational start codon) of the 1,516 genes with increased mRNA accumulation (Additional file 3, Table S3) revealed 461 genes with promoter regions containing at least one of these two binding sites and 63 genes that contain multiple binding sites (Additional file 4, Table S4). 

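Table S4 as used here lists 460 different genes that are on the array. Over the wild-type arrays 424 of them were called higher and none was called lower by limma, and 36 were not called. Their median log2 Cy5/Cy3 ratio was 1.95, beside 1.60 for the 1519 other probes that were called higher. The paper drew the genes of Table S4 from its increased genes, chosen on these same arrays, and the 1519 probes were not limited to that list. These medians therefore do not show whether genes with a site respond more strongly. The promoter search was not repeated, because no genome sequence was used here.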

At least 15 putative transporter encoding genes, including An01g00850, An06g00260, An12g09770 and An15g05440, were tested for xylose induction (Additional file 4, Table S4, and Tables 4 through 6). The genes An06g00260, An12g09270, An01g00850 and An15g05440 were induced by xylose and repressed by glucose, suggesting that their putative XlnR-binding sites could be functional (see Table 6 and "Genes encoding putative transporters" section). Putative XlnR-binding sites were also found in the promoter regions of three genes encoding transcription factors (An05g00480 (*stuA*), encoding a transcription factor involved in differentiation; An01g08050 (*uaY*) a positive regulator of purine utilization; and An07g08880 (*cys*-3), a positive sulfur regulator). 

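The mean log2 Cy5/Cy3 ratio was 1.75 ± 0.49 (SD, n = 6 arrays; limma adjusted p = 0.00132) for stuA, 1.68 ± 0.65 (SD, n = 6; limma adjusted p = 0.00395) for uaY and 0.97 ± 0.44 (SD, n = 6; limma adjusted p = 0.00744) for cys-3. All of these genes (An05g00480, An01g08050 and An07g08880) had a ratio above 0 on all 6 arrays and a signal above background in both channels.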

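Only the 6-hour arrays gave a log2 Cy5/Cy3 ratio for the D-xylose reductase gene An01g03740, 9.66 ± 0.30 (SD, n = 2 arrays; limma adjusted p = 0.00475), because all of its spots on the 12-hour and 24-hour arrays were marked as outliers. With the outlier spots kept, An01g03740 had ratios between 6.83 and 7.50 on those 4 arrays. The transaldolase gene An07g03160 had a mean of 3.29 ± 1.50 (SD, n = 6; limma adjusted p = 0.00678), and its ratio differed between the time points by the F test of limma (adjusted p = 0.0241), with 4.97 ± 0.20 (SD, n = 2) at 6 hours, 1.65 ± 0.22 (SD, n = 2) at 12 hours and 3.24 ± 0.32 (SD, n = 2) at 24 hours.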

We observed XlnR-binding sites in the promoter regions of two genes encoding proteins that participate in the pentose catabolic and phosphate pathways (An01g03740 (D-xylose reductase) and An07g03160 (transaldolase), respectively). A search of the promoter regions of the genes encoding cellulases and hemicellulases (Tables 1 and 2) revealed that 8 (of a total of 18 cellulase-encoding genes) and 11 (of a total of 21 hemicellulase-encoding genes) promoters, respectively, contained at least one binding site, and that among those, 5 promoters had multiple binding sites.

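The 19 genes of Tables 1 and 2 that are listed with a binding site had a mean log2 Cy5/Cy3 ratio of 5.70 on SEB, and the 20 genes listed without one a mean of 4.36. In a permutation test across genes with 100000 resamples, two-sided, the difference of 1.34 had a p of 0.0451. Genes are not independent replicates, and some of the genes in both groups had no fructose signal above background.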

### Secretome analysis of *Aspergillus niger *grown on steam-exploded sugarcane bagasse

To develop a preliminary notion of the proteins secreted by *A. niger *during growth on SB, we ran the proteins from the supernatant of a 24-hour culture on a polyacrylamide gel (data not shown). Nine bands of this gel were excised, and the proteins were eluted, digested with trypsin and identified by tandem mass spectrometry (MS-MS) (Table 7). Within these nine bands, we were able to identify seventeen different proteins that could be grouped into four different classes: (1) cellulases (*n *= 5), (2) xylanases and xylan hydrolysis-related enzymes (*n *= 7), (3) miscellaneous hydrolytic enzymes (*n *= 2) and (4) proteases (*n *= 3). 

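The glaA probe (An03g06550) had a mean log2 Cy5/Cy3 ratio of -0.87 ± 1.62 (SD, n = 6 arrays; limma adjusted p = 0.328), above 0 on 2 of the arrays. The tripeptidyl peptidase gene An14g02470 had a mean of 1.93 ± 1.28 (SD, n = 6; limma adjusted p = 0.0253) and was called higher, with a ratio above 0 on all 6 arrays. This call depended on single arrays: without the first 24-hour array the mean of An14g02470 was 1.77 (limma adjusted p = 0.0756), and it was not called without the first 6-hour array or either 12-hour array either. The acid α-amylase gene aamA (An11g03340) had a mean of 1.57 ± 1.32 (SD, n = 6; limma adjusted p = 0.0547) and was not called, although its ratio was above 0 on all 6 arrays. With the deposited matrix in place of the scanner files, An11g03340 was called (1.58, limma adjusted p = 0.0404), and likewise with dim probes left out (limma adjusted p = 0.0239).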

Only three of the genes encoding these proteins were nonmodulated in our microarray analysis (glucan 1,4-α-glucosidase (*glaA*), An03g06550; tripeptidyl peptidase (unmamed gene), An14g02470; and acid α-amylase (*aamA*), An11g03340). 

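Table 7 gives an expression level for 12 of the genes whose proteins were identified, and all 12 were called higher over the 6 wild-type arrays. Among those outside Tables 1 and 2, An09g00120 had a mean log2 Cy5/Cy3 ratio of 8.20 ± 0.34 (SD, n = 6 arrays; limma adjusted p = 6.53e-06), with a fructose signal above background on 2 arrays only, and An14g04710 had 2.28 ± 1.12 (SD, n = 6; limma adjusted p = 0.00889).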

All of the other proteins had corresponding positively modulated genes in our microarray analysis (see Additional file 3, Table S3).

**Table 7:** Protein identification by mass spectrometry from *Aspergillus niger *supernatants grown for 24 hours on steam-exploded sugarcane bagasse

Sample label	Protein name	Gene locus	NCBI GEO accession number	Theoretical molecular mass (kDa)	Score	Sequence coverage (%)	GE level (log_2 _Cy5/Cy3)
1	β-glucosidase	An18g03570	[GEO:215260053]	90	107	16	2.56 ± 0.03
1	Xylosidase (XlnD)	An01g09960	[GEO:145230215]	87	176	18	2.10 ± 0.05
2	Glucan 1,4-α-glucosidase (GlaA)	An03g06550	[GEO:145235763]	68	264	40	ND
2	Hypothetical protein	An14g02470	[GEO:145249068]	65	63	15	ND
3	1,4-β-D-glucan cellobiohydrolase B (CbhB)	An01g11660	[GEO:145235763]	56	264	40	6.59 ± 0.15
3	Acid α-amylase	An11g03340	[GEO:145243632]	55	63	13	ND
3	α-*N*-arabinofuranosidase B	An15g02300	[GEO:1168267]	52	256	23	7.94 ± 0.10
4	1,4-β-D-glucan cellobiohydrolase A	An07g09330	[GEO:74698499]	48	158	12	3.89 ± 0.20
4	Candidate cellulose 1,4-β-cellobiosidase II (Cbh2)	An12g02220	[GEO:145246118]	48	89	18	4.37 ± 0.05
5	Aspergillopepsin A	An14g04710	[GEO:1709632]	41	126	23	5.83 ± 0.09
6	Endo-1,4-β-xylanase A precursor	An03g00940	[GEO:145234695]	35	219	67	3.64 ± 0.06
6	1,4-β-D-arabinoxylan arabinofuranohydrolase (AxhA)	An03g00960	[GEO:145234699]	35	127	37	4.03 ± 0.01
6	Endo-1,4-β-xylanase C	An03g00940	[GEO:292495635]	35	230	57	3.64 ± 0.06
6	Protease B	An14g04710	[GEO:1585070]	34	136	38	5.83 ± 0.09
7	Chain A, crystal structure of ferulic acid esterase	An09g00120	[GEO:48425840]	28	105	40	6.17 ± 0.99
8	Endoglucanase A	An14g02760	[GEO:289595328]	25	99	22	4.36 ± 0.30
9	Xylanase	An01g00780	[GEO:13242071]	11	99	78	8.29 ± 0.04

NCBI GEO = National Center for Biotechnology Information Gene Expression Omnibus; kDa = kilodaltons; GE = gene expression; log_2 _Cy5/Cy3 ratio = base 2 logarithm ratio of cyanine 5 to cyanine 3; ND = no data. Data presented in right-hand column are means ± SD. Score column refers to Mowse scoring algorithm [45].

## Discussion

Sugarcane biomass residues are produced in great amounts in several countries. In Brazil, sugarcane production is remarkable because100% of bioethanol production as a biofuel is derived from sugarcane through sucrose fermentation by *Saccharomyces cerevisiae*. This process uses the sucrose accumulated in the sugarcane xylem and has conventionally been called "first-generation bioethanol." This ethanol corresponds to only one-third of the energy that can be extracted from sugarcane. The other two-thirds, derived from sugarcane tops, leaves and bagasse, are resistant to direct *S. cerevisiae *fermentation because this organism is not able to produce hydrolytic enzymes to degrade celluloses and hemicelluloses. In contrast, filamentous fungi have the ability to produce great amounts of hydrolytic enzymes. In this sense, enzymatic cocktails based on those enzymes have been proposed as an alternative method to break the resistance of those residues to fermentation. No detailed analysis has been published to date about the composition and structure of SB. However, it is quite likely that the composition and structure of celluloses (for example, the crystalline structure, number and extent of fibers) and hemicelluloses (for example, branching and different pentose concentrations) in SB are different from those of other biomass sources, such as wheat straw. Thus there is still a need to understand SB composition and structure and the enzymes necessary to completely hydrolyze it.

In our present study, we investigated the transcriptional response of *A. niger *strain N402 grown on pretreated SB. The genome annotation of this strain was used for the microarray slides. However, this strain is more closely related to the *A. niger *genomic DNA strain 3528.7 (ATCC 1015; American Type Culture Collection, Manassas, VA, USA) [GenBank:X52521], whose genome was recently published [18]. Unfortunately, the genome sequence of ATCC 1015 was not available when we started this project, thus we were not able to use it for the annotated genes for the microarray design. Our microarray analysis revealed about 3,700 genes differentially expressed in *A. niger *grown on SEB. 

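With the test at 24 hours against 0, 42.4% of the probes with a value were called, beside 28.8% at 6 hours and 27.1% at 12 hours. At all 3 time points, 776 probes were called higher and 1091 lower.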

The FunCat database functional annotation approach was used to determine whether distinct functional groups of genes were overrepresented within our data set. This analysis revealed "C compound and carbohydrate metabolism" as the most significantly enriched class (Additional file 2, Table S2). 

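By time point, 18 cellulase genes of Table 1 were called higher at 6 hours, 16 at 12 hours and 17 at 24 hours, and of the hemicellulase genes of Table 2, 21, 18 and 19. Their median log2 Cy5/Cy3 ratios at 6, 12 and 24 hours were 5.99, 5.42 and 4.32 in Table 1 and 6.07, 4.32 and 4.80 in Table 2. At 24 hours An01g11670 of Table 1 had no value, since all of its spots were marked as outliers, so that every one of the 17 genes with a value was called there. With the outlier spots kept, the 24-hour median over all 18 genes was 4.77. By the F test of limma, 4 of the cellulase and 7 of the hemicellulase genes differed between the time points.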

More than 50% of genes predicted in the genome of *A. niger *related to cellulases and xylanases were upregulated on SEB, and several of them were independently confirmed by real-time RT-PCR and mass spectrometry. There is considerable interest in the investigation of genes regulated at the transcriptional level during cellulosic biomass degradation by *A. niger *or *T. reesei *[19-22]. However, in all these previously published reports, the inducers were single-carbon sources and not complex substrates such as SB. An exception is an article reporting transcriptional profiling when *Neurospora crassa *was cultured on ground *Miscanthus gigantaeus *stems as the sole carbon source [23]. In comparing the data produced in our present work with the available expression data derived from *N. crassa *grown on *M. gigantaeus*, we observed that cellulases and hemicellulases present similar expression patterns, whereas the hydrolases specific to branching groups of the xylan backbone display less overlap in the compared systems. This difference could be attributed to the number of hydrolases, which vary widely among filamentous fungi. The *N. crassa *genome is predicted to be more limited in plant biomass degradation, with about 100 genes encoding hydrolases, whereas more than 170 could be identified in *A. niger *[9,10], suggesting that the latter fungus may utilize a wider variety of polysaccharide structures as its carbon source. Furthermore, a wide variety of glycosyl hydrolase (GH) families and member numbers are present in each GH family among fungi with genome sequences available [24,25]. Among the GH3 family, five members in the *N. crassa *genome and at least seventeen in the *A. niger *genome have been identified to date [9]. 

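Among the β-glucosidase genes of the GH3 family, the mean log2 Cy5/Cy3 ratio was 5.85 ± 0.41 (SD, n = 6 arrays) for An11g00200, 5.35 ± 0.46 (SD, n = 6) for An17g00520, 4.65 ± 1.16 (SD, n = 6) for An18g03570, 4.31 ± 1.03 (SD, n = 6) for An11g06090 and 3.87 ± 1.20 (SD, n = 6) for An07g07630. An11g06090 and An07g07630 had no fructose signal above background, so that the size of their increase is uncertain. For An11g06090 the processed Cy5 signal was at least 3.24-fold higher on every array than the lowest Cy3 signal well above background. With background correction and loess in limma the mean of An07g07630 was 0.81, and it was still called. The β-1,2-D-glucosidase gene An15g04800 was called over all arrays but not without the second 6-hour array or either 24-hour array (limma adjusted p between 0.0512 and 0.0585). Of the xylosidase genes, xarB (An17g00300) had a mean of 6.07 ± 1.21 (SD, n = 6), and xlnD (An01g09960) was called as well. The limma adjusted p of An11g00200 was 2.93e-05.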

Only one member of the GH3 family has been detected in the *N. crassa *transcriptome (NCU00810), but our analysis revealed that eight members of the GH3 family are upregulated in *A. niger *grown on SEB (An15g04800, An07g07630, An17g00520, An18g03570, An11g00200 and An11g06090 (β-glucosidases), and An01g09960 and An017g00300 (xylosidases)). Moreover, the differential expression of hydrolases specific to xylan branching chains found in *A. niger *could be due to differences in the cell wall structures of sugarcane and *Miscanthus*. However, when we compared 149 *N. crassa *genes showing enrichment on *M. gigantaeus *(FunCat analysis of genes showing enrichment mainly for C compound and carbohydrate metabolism; see Support Information Dataset 1 published by Tian *et al*. [23]) with the whole *A. niger *SEB data set (Additional file 3, Table S3), we observed that 59% of *N. crassa *genes have corresponding *A. niger *homologues with mRNA accumulation also modulated on SEB (Additional file 5, Table S5). For example, genes encoding putative transporters that could be involved in carbohydrate transport, such as An1503940, An14g01600 and An12g07450 (*N. crassa *NCU04963, NCU05853 and NCU10021, respectively), have increased mRNA accumulation in the presence of both SEB and *Miscanthus *(Additional file 5, Table S5). 

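In Table S5, 87 N. crassa genes are paired with a homologue in A. niger, and these are 51 different genes on the array. Of the 51 genes, 40 were called higher and 11 lower on SEB over the 6 wild-type arrays, and none remained uncalled by limma. Their median log2 Cy5/Cy3 ratio was 3.19. The study took these homologues from its own modulated genes on the same arrays, so these calls are not independent evidence.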

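Of these transporter genes, An14g01600 had a mean log2 Cy5/Cy3 ratio of 4.97 ± 1.23 (SD, n = 6 arrays; limma adjusted p = 0.000812), with a fructose signal above background on 1 array only, so that its size is uncertain. Lower ratios on SEB were found for An15g03940, -3.61 ± 0.60 (SD, n = 6; limma adjusted p = 0.000238), and for An12g07450, -1.22 ± 0.75 (SD, n = 6; limma adjusted p = 0.0197). An15g03940 and An12g07450 were below 0 on all 6 arrays. An12g07450 was not called without either array of 12 hours or of 24 hours, with limma adjusted p up to 0.065. Among the 11 transport genes of Table S5, 7 were called higher and 4 lower.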

Genes involved in the metabolism of pentoses, such as An01g10920 and An12g00030 (L-arabinitol 4-dehydrogenase (*N. crassa *NCU00643) and xylitol dehydrogenase (*N. crassa *NCU00891), respectively), also have increased mRNA accumulation in both substrates (Additional file 5, Table S5). These data strongly suggest that although diverse biomasses could have a specific impact on gene expression, some general features of these different residues affect mRNA accumulation in different filamentous fungi. 

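The L-arabinitol 4-dehydrogenase gene An01g10920 had a mean log2 Cy5/Cy3 ratio of 3.12 ± 0.80 (SD, n = 6 arrays; limma adjusted p = 0.000916), with a fructose signal above background on 1 array only. For the xylitol dehydrogenase gene An12g00030 the mean was 5.08 ± 1.28 (SD, n = 6; limma adjusted p = 0.000854), and its ratio was 6.67 ± 0.36 (SD, n = 2) at 6 hours, 4.24 ± 0.66 (SD, n = 2) at 12 hours and 4.33 ± 0.0014 (SD, n = 2) at 24 hours.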

We have also identified many genes whose expression level increased during growth on SEB and which encode proteins of unknown function that are conserved in other cellulolytic fungi (data not shown). Further deletion analysis of these genes may provide more information about their function.

D-xylose, the main component of xylan backbone, and other pentoses derived from xylan branching chains, such as arabinose, are assimilated by the pentose phosphate pathway. As proposed by Witteveen *et al*. [26], pentose catabolism in *A. niger *includes a reduction and oxidation step leading to D-xylulose, which is converted to D-xylulose-5-phosphate and enters the pentose phosphate pathway. We found a significant increase in mRNA accumulation of the genes encoding these enzymes (xylose reductase (An01g03740), xylitol dehydrogenase (An08g09380) and D-xylulokinase (An07g03140)) during growth of *A. niger *on SEB. These data are supported by promoter analysis of the genes with putative binding sites for XlnR (reported herein and by Foreman *et al*. [19]) and by the induction of their expression when *A. niger *grows on xylose [19]. Furthermore, the FunCat database classification "Pentose-phosphate pathway" (PPP) was represented in our analysis, suggesting that this complete catabolic pathway is upregulated when *A. niger *grows on SEB. 

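The xylitol dehydrogenase gene An08g09380 had a mean log2 Cy5/Cy3 ratio of 1.89 ± 0.74 (SD, n = 6 arrays; limma adjusted p = 0.00406). Its signal was above background on 2 of the arrays in Cy5 and on none in Cy3, so that the size of its increase is uncertain. The D-xylulokinase gene An07g03140 had a mean of 3.87 ± 1.35 (SD, n = 5; limma adjusted p = 0.00573), with 5.34 ± 0.20 (SD, n = 2) at 6 hours, 2.92 ± 0.01 (SD, n = 2) at 12 hours and 2.81 on the 1 array of 24 hours that gave a value.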

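Of the 32 genes of the pentose-phosphate pathway, 25 were called higher at 6 hours, 12 at 12 hours and 25 at 24 hours. Their median log2 Cy5/Cy3 ratio was 2.24 at 6 hours, 1.04 at 12 hours and 2.45 at 24 hours, and the largest mean over the time points was 4.40. For 5 of these genes the fructose signal was not above background on any wild-type array.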

Hasper *et al*. [27] showed that XlnR also regulates D-xylose reductase (*xyrA*), a gene from the pentose catabolic pathway, and it remains to be determined whether regulation at the mRNA level of other genes of the PPP is also XlnR-mediated.

Genes related to carbohydrate transport were also identified in the category "C compound and carbohydrate metabolism." The degradation of a complex biomass results in products such as glucose, cellobiose, xylobiose and xylose. Those products need to be transported into the fungal cytoplasm to be metabolized. Hence the upregulation of these genes should be required for better utilization of different sugars released from SB degradation. Our laboratory is interested in identifying transporter-encoding genes that could be involved in xylose transport. Toward this end we selected seven transporter-encoding genes and validated their expression levels by real-time RT-PCR. To check the specificity of these transporters, we tested genes with expression induced by xylose and repressed by glucose. We found that all of them were induced by SEB and showed increased mRNA accumulation when xylose was used as a single-carbon source. *S. cerevisiae *is a very poor xylose utilizer [28,29], and construction of strains able to transport xylose and/or other pentoses more efficiently by heterologous expression of these *A. niger *transporters may improve industrial fermentation of biomass hydrolytic products. None of these transporters or their homologues in other filamentous fungi have been characterized.

Nutrient sensing and signaling via pathways involving hexokinases, glucose transporter-like proteins, G protein-coupled receptors and protein kinases have been well-characterized in yeast [30-33]. Studies of multicellular filamentous fungi are at only a nascent stage. However, it is clear that the situation is considerably more complex in filamentous fungi than in yeast. This could be due to the preference of yeast for glucose fermentation instead of aerobic metabolism through the Krebs cycle as is the case in filamentous fungi. Although hydrolases, sugar transport and assimilation are essential for biomass degradation, we also observed other cellular responses induced when *A. niger *was exposed to SEB. We noticed decreased mRNA accumulation in several genes involved in cell growth and morphogenesis. Because *A. niger *grows an intermingled fashion with the set of SEB macroscopic fibers, it is not possible to accurately evaluate the dry weight of *A. niger *mycelia. We also tried to measure total protein concentration by Bradford and Biuret protein assays, but we were unable to obtain coherent results, most likely because of sugar interference (data not shown). However, it is possible that there is a slow biomass increase during the 24-hour exposure of *A. niger *mycelia to SEB. This slow growth is reflected in the reduced mRNA accumulation of several genes crucial to cell-cycle progression and signaling. It remains to be determined how significant these signal transduction pathways are for lignocellulosic sensing. Genes involved in fermentation have also shown increased mRNA accumulation during *A. niger *growth on SEB. There is evidence in the literature indicating that some fermentation occurs in addition to respiration through the Krebs cycle in filamentous fungi [34-36], and it is possible that, during growth on SEB, *A. niger *metabolizes sugars via fermentation pathways in addition to the pentose phosphate pathway and the Krebs cycle.

*A. niger xlnR *is a transcription factor that functions as a master regulator which activates genes that encode enzymes of the xylanolytic-cellulolytic enzyme system [11]. Electrophoretic mobility shift assays (EMSAs), DNase I footprinting, functional assays and comparisons of various xylanolytic promoters have helped to define the XlnR-binding consensus as 5'-GGCTAA-3' or 5'-GGCTAG-3' [14-16]. We were able to identify either one or both of these two motifs in several putative XlnR-binding sites in the promoters of the genes that were induced by SEB. Surprisingly, we were not able to identify them in a number of cellulase-, hemicellulase- and xylose-induced transporter genes, which suggests that there are other functional XlnR-binding motifs. Further characterization of the mRNA accumulation of these genes in the Δ*xlnR *mutant as well as DNA promoter binding assays (such as EMSA) will help to clarify whether these putative motifs are functional. Actually, the *A. oryzae *XlnR homologue binds to 5'-GGCTAA-3' and 5'-GGCTGA-3' [37,38] while *T. reesei *Xyr1 homologue binds to several 5'-GGC(A/T)3-3' motifs [39]. Therefore, it is possible that there are other XlnR-binding functional motifs different from those currently described. Further investigation is needed to clarify this issue.

## Conclusions

We have defined which genes are transcriptionally modulated in the early steps of growth on SEB. This study represents the first time that global transcriptional analysis has been performed for an industrial fungus grown on SB. Our analysis has revealed genes that are specifically induced when pretreated SB is used as a carbon source. Degradation of SB requires the production of many different enzymes which are regulated by the type and complexity of the available substrate. It is essential to understand which genes encoding hydrolytic enzymes are induced in the presence of SB if the intent is to produce enzymatic cocktails to hydrolyze this pretreated biomass. In addition to predicted cellulase genes, we identified genes encoding hemicellulases, carbohydrate esterases, β-glucosidases, β-xylosidases and other proteins predicted to have activity on carbohydrates in the *A. niger *transcriptome from SEB. In addition to these findings, we discovered that many genes with increased expression during growth on SEB encode proteins of unknown function and are conserved in other cellulolytic fungi. Some of these genes may encode putative proteins important for SEB saccharification, such as nonhydrolytic accessory proteins that increase or favor enzymatic efficiency. Our work opens new possibilities for the understanding of sugarcane biomass saccharification by *A. niger *hydrolases. The most important aspect of our study with regard to achieving these biotechnological goals is the comprehension of how gene expression is regulated during SEB saccharification. The heterologous expression of the genes that encode hydrolytic enzymes and their addition to enzymatic cocktails could improve enzymatic hydrolytic efficiency and consequently SEB saccharification. In addition, the construction of *A. niger *strains overexpressing some of the genes encoding these proteins can improve SEB saccharification. We observed a great number of transporter-encoding genes that may be functionally redundant or capable of transporting oligosaccharides produced by the action of secreted hydrolytic enzymes. Thus, by improving the efficiency of industrial fermentation of biomass hydrolytic products, it is possible to construct strains capable of transporting oligosaccharides by heterologous expression of *A. niger *transporters. This was recently achieved by expressing the *N. crassa *cellodextrin transport system in *S. cerevisiae *and promoting the efficient growth of this yeast strain on cellodextrins [40]. Further work involving several of the genes and pathways described herein will help to pave the way to more efficient enzymatic cocktails and second-generation bioethanol.

## Methods

### Strains and culture conditions

*A. niger *used was the N402 strain. The stock cultures were kept on silica beads with 7% milk (wt/vol) at 4°C. BCM (pH 5.5) was composed of 0.05% yeast extract (wt/vol), 50 ml/L salt solution (6 g/L NaNO_3_, 1.5 g/L KH_2_PO_4_, 0.5 g/L KCl and 0.5 g/L MgSO_4_), 200 μl/L trace elements (10 g/L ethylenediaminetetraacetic acid, 4.4 g/L ZnSO_4_·H_2_O, 1.0 g/L MnCl_2_·4H_2_O, 0.32 g/L CoCl_2_·6H_2_O, 0.315 g/L CuSO_4_·5H_2_O, 0.22 g/L (NH_4_)_6_Mo_7_O_24_·4H_2_O, 1.47 g/L CaCl_2_·2H_2_O and 1 g/L FeSO_4_·H_2_O) and a predetermined concentration of carbon source according to our experimental conditions. For cultivation in medium with SEB as the carbon source, the mycelia grown in the BCM were exhaustively washed with sterile distilled water and then transferred into BCM without 0.05% yeast extract but with 0.5% wt/vol of SEB as the carbon source. The BCM, BCM without yeast extract and BCM with SEB media contained (means ± SD): 3.1380 ± 0.1018 mg/ml, 0.0036 ± 0.004 mg/ml and 0.0073 ± 0.0012 mg/ml reducing sugars, respectively (data represent means of three experiments run in triplicate, with each medium type run three times using dinitrosalicylic acid (DNS)) [41]. SEB was kindly donated by Nardini Agroindustrial Ltda, Vista Alegre do Alto, São Paulo, Brazil, and was prepared as follows. *In natura *SB was treated with 14 kg/cm^2 ^water steam for eight minutes. The SEB was exhaustively washed with deionized water until reducing sugars were not detected by DNS [41]. After being washed, the SEB was kept completely dry at 40°C for several days and stored at room temperature. SEB fragments were stained with 0.05% toluidine blue for ten minutes and washed twice with water for five minutes.

### Xylan and steam-exploded sugarcane induction

*A. niger *spores were cultivated in complete medium (CM) at 30°C for three to five days and harvested by adding 20 ml of distilled water. The spore suspensions were inoculated to a final concentration of 1 × 10^6 ^spores per 30 ml of BCM culture. The spores were grown in BCM with 1% fructose (wt/vol) as the carbon source at 30°C for 24 hours and then transferred to either 1% xylose or 1% xylan (Sigma, St Louis, MO, USA) or 0.5% SEB (wt/vol) as the carbon source for 6, 12 or 24 hours. Mycelia were harvested by filtration through Whatman grade 1 filters (GE Healthcare, Grandview Blvd. Waukesha, WI, USA)), washed thoroughly with sterile water and quickly frozen in liquid nitrogen for further RNA extraction. The supernatant was kept at -20°C for enzymatic analysis.

### Determination of enzymatic activities

Xylanase (endo-1,4-β-xylanase) and cellulase (endo-1,4-β-glucanase) assays were performed using Azo-Xylan (Birchwood) and Azo-CM-Cellulose (both from Megazyme International, Bray, Ireland) as substrates, respectively, according to the manufacturer's protocols. Briefly, supernatant containing enzymes from SEB- or xylan-induced *A. niger *was mixed with 100 mM sodium acetate buffer (pH 4.5) in an appropriate volume. Reaction mixtures consisted of 0.5 ml of buffered enzyme preparation and 0.5 ml of substrate solution (1% wt/vol Azo-Xylan (Birchwood) for xylanase assay or 1% wt/vol Azo-CM-Cellulose for cellulase assay)). The samples were incubated at 40°C for ten minutes, and the reactions were interrupted by adding 2.5 ml of ethanol (95% vol/vol) with vigorous stirring. Nondegraded substrate precipitated by ethanol was removed by centrifugation at 1,000 × *g *for ten minutes, and the absorbance of the supernatant at 590 nm was measured. Enzymatic activity was determined using Mega-Calc™ software (Megazyme International). One unit of enzymatic activity was defined as the amount of enzyme required to release 1 mM D-xylose-reducing sugar equivalent per minute from arabinoxylan (pH 4.5) at 40°C.

### RNA extraction and real-time PCR reactions

After being harvested, mycelia were disrupted by grinding and total RNA was extracted using TRIzol reagent (Invitrogen/Life Technologies, Carlsbad, CA, USA). RNA (10 μg) from each treatment was fractionated in 2.2 M formaldehyde and 1.2% agarose gel, stained with ethidium bromide and visualized with UV light to check RNA integrity. The samples were then treated with RNAse-free DNAse as previously described [42], purified using the RNeasy Mini Kit (QIAGEN, Germantown, MD, USA)) and then quantified using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA)).

All the PCR reactions were performed using the ABI 7500 Fast Real-Time PCR System (Applied Biosystems/Life Technologies, Carlsbad, CA, USA) and the TaqMan Universal PCR Master Mix kit (Applied Biosystems/Life Technologies). The reactions and calculations were performed according to the method described by Semighini *et al*. [42]. The primers, including the LUX™ fluorogenic primer (Invitrogen/Life Technologies), and probes used in this work are described in Additional file 6, Table S6, and the coefficients of the linear regression lines (standard curves) were added as described in Additional file 7, Table S7. The results of the microarray hybridizations were validated by real-time RT-PCR using an independent biological repetition different from those used for microarray hybridizations.

### Microarray slides construction and gene expression methods

To construct the microarray slides, we used the Agilent Technologies eArray software tool (https://earray.chem.agilent.com/earray/; Agilent Technologies, Inc, Santa Clara, CA, USA). Briefly, we uploaded 14,086 gene sequences representing the *A. niger *CBS513.88 strain gene sequences. This ORF number was carefully validated by comparing the sequences deposited in three databanks (CADRE (The Central Aspergillus Resource), JGI (Joint Genome Structure) and the BROAD Institute) with the aim of identifying and validating the sequences for probe design. Although some discrepancies in sequence length and number were detected, we were able to identify 14,086 ORFs, which were uploaded to eArray. On the basis of some quality parameter implemented in eArray (such as sequences with high scores for cross-hybridization potential throughout the genome and sequences for which no appropriate regions could be found as targets), 14,052 probes were designed from the uploaded sequence of CBS513.88. These probes were represented three times in the microarray slides, and the annotation based on the work of Pel *et al*. [9] was used to generate the annotation file used in the analysis. Therefore, the microarray slides comprised 45,220 features representing 1,417 eArray internal controls and 600 internal controls representing 60 randomly chosen ORFs (10 replicates).

To verify differential transcriptional activation of genes in *A. niger *grown on SEB for 6, 12 and 24 hours, we measured gene expression using microarray procedures. The gene expression analysis used in this work was carried out using custom-designed oligonucleotide slides (4 × 44 K microarray slides; Agilent Technologies, Inc), based on publicly available *A. niger *genome annotation. After RNA isolation and purification as described above, the samples were labeled with cyanine 3 (Cy3) or Cy5 dUTP using two-color microarray-based gene expression analysis (Quick Amp Labeling Kit; Agilent Technologies, Inc) according to the manufacturer's protocol. Initially, 5 μg of total RNA were incubated with Agilent Technologies RNA Spike-In Kit control probes (Spike A or B Mix). Prior to labeling, synthesis of cDNA was carried out by incubating the samples with 1.2 μl of T7 promoter primer and nuclease-free water in an appropriate volume. The template and primer were denatured by incubating the reaction at 65°C in a circulating water bath for ten minutes, and were placed on ice for five minutes after the reactions. We added Agilent Technologies cDNA Master Mix (4 μl of 5× First-Strand Buffer, 2 μl of 0.1 M dithiothreitol (DTT), 1 μl of 10 mM deoxyribonucleotide triphosphate mix, 1 μl of Moloney murine leukemia virus reverse transcriptase (MMLV-RT) and 0.5 μl of RNaseOut) to the samples, and the mixture was incubated at 40°C in a circulating water bath for two hours. Afterward the samples were moved to a 65°C circulating water bath and incubated for 15 minutes. cRNA amplification and labeling were performed by adding Agilent Technologies Transcription Master Mix (20 μl of 4× transcription buffer, 6 μl of 0.1 M DTT, 8 μl of nucleoside triphosphate mix, 6.4 μl of 50% PEG, 0.5 μl of RNaseOUT, 0.6 μl of inorganic pyrophosphatase, 0.8 μl of T7 RNA polymerase, 2.4 μl of Cy3-CTP added to control samples or Cy5-CTP added to treated samples, and 15.3 μl of nuclease-free water) to the samples and incubating the mixture in a circulating water bath at 40°C for two hours. The labeled cRNA was purified using the RNeasy Mini Kit and then quantified in the NanoDrop 2000 spectrophotometer.

For the hybridization, 825 ng of each labeled cRNA were mixed with Agilent Technologies fragmentation buffer (11 μl of 10× blocking agent, 2.2 μl of 25× fragmentation buffer and nuclease-free water to bring the volume to 52.8 μl) and incubated at 60°C for exactly 30 minutes to fragment RNA. The fragmentation was interrupted by adding 55 μl of 2× Hi-RPM GE Hybridization Buffer (Agilent Technologies, Inc). Next, 100 μl of sample were placed onto the microarray slide, which was mounted into the Agilent Microarray Hybridization Chamber. The hybridization was carried out in a microarray hybridization oven (G2545A; Agilent Technologies, Inc) set to 65°C for 17 hours. Afterward microarray slides were washed according to the manufacturer's instructions and scanned using a GenePix 4000B Microarray Scanner (Molecular Devices, Inc, Sunnyvale, CA, USA).

### Gene expression analysis

The extraction of data from TIFF image files generated by scanning microarray slides was performed using Feature Extraction version 9.5.3.1 software (Agilent Technologies, Inc) using the linear Lowess algorithm modeling method to obtain background subtracted and normalized intensity values. The dye-normalized values generated in the Feature Extraction software data files were used to upload the ExpressConverter version 2.1 file transformation tool (TM4 Microarray Software Suite; available at http://www.tm4.org/utilities.html), which conveniently converts the Agilent file format to MultiExperiment Viewer (MeV) file format, which is compatible with the TM4 software platform for microarray analysis. The MeV files were then uploaded into Microarray Data Analysis System (MIDAS) software (TM4 platform), where the resulting data were averaged from replicated genes on each array from two biological replicates of each treatment. The generated MeV files were analyzed using TIGR MeV software (TM4 platform, MultiExperiment Viewer (The Institute for Genomic Research, J. Craig Venter Institute, at http://jcvi.org)), where differentially expressed genes were statistically identified using a one-class *t*-test (*P *> 0.001). Significantly different genes were those whose mean log_2 _expression ratios for all included samples were statistically different from 0, which indicates the absence of gene modulation. The full data set was deposited in the National Center of Biotechnology Information Gene Expression Omnibus database [GEO:GSE24798] http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24798.

To calculate the FDR, we used the method based on mixture distribution described by Allison *et al*. [43]. This method was implemented using GenStat statistical software package (VSN International Ltd, Hemel Hempstead, UK) with the *P *values as input, and FDRs (corrected *P *values) corresponding to each *P *value were generated. This test generates a large number of significance values, which under H_0 _(initial hypothesis) have a uniform distribution and under the alternative hypothesis can be modeled as a β- or truncated γ-density. The mixture distribution statistics estimate the parameters of the mixture distribution to derive the FDR. Further information can be obtained in the GenStat for Analysis of Microarray Data guide http://www.vsni.co.uk/downloads/genstat/release14/doc/MicroarrayGuide.pdf.

### Protein secretion analysis

The 30-ml supernatant from the sample induced with SEB for 24 hours was lyophilized and resuspended in 50 μl of distilled water. To separate secreted proteins, one-dimensional PAGE was performed using NuPAGE Novex Bis-Tris Mini Gels (Invitrogen/Life Technologies) according to the manufacturer's instructions. Briefly, 50 μl of sample were mixed with 4× NuPAGE LDS Sample Buffer, heated at 70°C for ten minutes and loaded onto the gel. The gel run was prepared 20× NuPAGE MES SDS Running Buffer to 950 ml of deionized water and performed at 125 mA with 1× SDS Running Buffer. To visualize the secreted proteins, the gel was stained with mass spectrometry-compatible Coomassie Brilliant Blue G-250 (USB Corp, Cleveland, OH, USA) and washed in 1% acetic acid before being imaged and processed for mass spectrometry.

### Matrix-assisted laser desorption/ionization time of flight mass spectrometry

Peptide mass fingerprinting of selected bands was carried out by in-gel trypsin digestion (Sequencing Grade Modified Trypsin; Promega, Madison, WI, USA) as reported previously [44]. Briefly, peptides were extracted from the gels using 60% acetonitrile in 0.2% trifluoroacetic acid (TFA), concentrated by vacuum drying and desalted using C18 reverse-phase microcolumns (OMIX Pipette Tips; Varian, Inc, Walnut Creek, CA, USA). Peptide elution from tip columns was performed directly into the mass spectrometer sample plate with 3 μl of matrix solution (α-cyano-4-hydroxycinnamic acid in 60% aqueous acetonitrile containing 0.2% TFA). Mass spectra were acquired using a 4800 Plus MALDI TOF/TOF Analyzer (AB SCIEX, Foster City, CA, USA) in reflector mode and externally calibrated using a mixture of peptide standards. Collision-induced dissociation MS-MS experiments of selected peptides were also performed. Proteins were identified by database searching with peptide *m/z *values using the Mascot sequence query program (Matrix Science, Inc, Boston, MA, USA) with the following search parameters: monoisotopic mass tolerance 0.05 Da, fragment mass tolerance 0.3 Da, methionine oxidation as a variable modification, and one missed tryptic cleavage allowed. Only Mowse algorithm [45] protein scores greater than 85 were considered statistically significant (*P *< 0.05)

## Abbreviations

bp: base pair; ha: hectare; kDa: kilodaltons; ORF: open reading frame; PEG: polyethylene glycol; RT-PCR: reverse transcriptase polymerase chain reaction.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

WRS, PFG, MS and IM performed most of the experiments. LASB performed the XlnR-binding site analysis. JCVO, MHSG and RPV performed data analysis and categorization. GHG wrote the manuscript; conceived, designed and coordinated this study; and is the principal investigator of this work. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **False discovery rate for the microarray data**. Table containing statistical analysis of the microarray data based on false discovery rate (FDR). The FDR was calculated by using the method based on "mixture distribution" described by Allison *et al*. [43]. This method was implemented using the GenStat statistical software package (VSN International Ltd, Hemel Hempstead, UK) with the *P *values as input, and FDRs (with corrected *P *values) corresponding to each *P *value were generated. Click here for file

Additional file 2 **Categorization of up- and downregulated genes of *Aspergillus niger *grown on steam-exploded sugarcane bagasse**. Tables showing differentially expressed (up- and downregulated) genes of *A. niger *grown on steam-exploded sugarcane bagasse (SEB) based on Functional Catalogue (FunCat) database categorization http://mips.helmholtz-muenchen.de/proj/funcatDB/. The genes were classified into different categories, which allowed us to observe the enrichment of these genes after growing *A. niger *on SEB. Click here for file

Additional file 3 **Time course of differentially expressed genes in *Aspergillus niger *grown on steam-exploded sugarcane bagasse**. Table showing gene description and log_2 _ratio of cyanine 5 to cyanine 3 (Cy5/Cy3 ratio) of differentially expressed genes (duplicates A and B) after time-course growth of *A. niger *on steam-exploded sugarcane bagasse (SEB). Click here for file

Additional file 4 ***In silico *identification of *Xln*R binding motifs**. Table presenting Gene ID, the predicted *A. niger Xln*R-binding sites of genes with increased mRNA accumulation, gene function and positions of the motifs. Click here for file

Additional file 5 **Comparison between genes showing increased expression in *Neurospora crassa *grown on *Miscanthus *and *Aspergillus niger *grown on steam-exploded sugarcane bagasse (C compounds and carbohydrate metabolism)**. Table showing upregulated genes for *N. crassa *(NCU) and *A. niger *(An) grown on *Miscanthus *and steam-exploded sugarcane bagasse (SEB), respectively, as well as gene function according to FunCat gene categorization. The *E*-value of the categorization is provided for *A. niger *genes. For *N. crassa E*-values, please refer to Support Information Dataset 1 published by Tian *et al*. [23]. Click here for file

Additional file 6 **Primers and probes used in this work**. Table containing the sequences and names of primers and probes used in this work. Click here for file

Additional file 7 **Coefficients of the linear regression lines (standard curves) obtained using Lux probes in this work**. Coefficients of the linear regression lines (standard curves) obtained by real-time RT-PCR analysis using Lux probes. Click here for file

# Supplementary material for: Transcriptome analysis of Aspergillus niger grown on sugarcane bagasse
**Source:** Biotechnol Biofuels. 2011 Oct 18;4:40. doi: 10.1186/1754-6834-4-40
**Supplement:** Additional file 7 — Coefficients of the linear regression lines (standard curves) obtained using Lux probes in this work. Coefficients of the linear regression lines (standard curves) obtained by real-time RT-PCR analysis using Lux probes.

**Additional file 7; Table S7 - Coefficients of the linear regression lines (standard curves) for the Lux probes used in this work.**

| **Gene ID (gene name)** | **Linear equation** | **Correlation coefficient (R2)** |
| --- | --- | --- |
| An08g03190 (*tubB*) | y = -3.40 + 41.12 | 0.9958 |
| An15g00560 (*actA*) | y = -3.49 + 45.78 | 0.9923 |
| An01g00850 (*xylT*) | y = -3.15 + 38.98 | 0.9954 |
| An02g11260 (*AmMst1*) | y = -3.40 + 41.62 | 0.9980 |
| An05g00730 (*hxt3*) | y = -3.33 + 40.42 | 0.9988 |
| An06g00260 (*hxt5*) | y = -3.34 + 40.79 | 0.9980 |
| An06g00620 (*mal11*) | y = -3.46 + 40.97 | 0.9813 |
| An11g03700 (*hxt1*) | y = -3.38 + 41.57 | 0.9965 |
| An12g09270 (*lac12*) | y = -3.54 + 42.28 | 0.9971 |
| An14g01600 (*hxtA*) | y = -3.31 + 40.37 | 0.9991 |
| An15g04270 (*qutD*) | y = -3.26 + 40.25 | 0.9988 |
| An15g05440 (*hgt1*) | y = -3.32 + 40.30 | 0.9975 |
| An01g03780 (*xyrA*) | y = -3.20 + 42.56 | 0.9992 |
| An01g00780 (*xynB*) | y = -3.11 + 41.99 | 0.9948 |
| An01g09960 (*xlnD*) | y = -3.02 + 42.30 | 0.9834 |
| An01g11660 (*cbhB*) | y = -3.17 + 43.41 | 0.9982 |
| An01g11670 (*eglA*) | y = -3.09 + 43.19 | 0.9906 |
| An07g08950 (*eglB*) | y = -3.25 + 43.48 | 0.9800 |
| An07g09330 (*cbhA*) | y = -3.22 + 43.59 | 0.9923 |
| An15g05810 (*xlnR*) | y = -3.06 + 42.79 | 0.9742 |
|  |  |  |
|  |  |  |
|  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

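RNA of the wild-type strain N402 and of a strain with a deletion of xlnR was measured after 6, 12 and 24 hours on SEB, with 2 replicate arrays per strain and time point, 12 arrays in all. On each array the RNA from SEB was labelled with Cy5 and RNA from mycelia grown on fructose for 24 hours with Cy3, and the dyes were not exchanged. The paper reports the wild type. The deletion strain is not part of its results, and its values are given only in the closing section. The labels of the deletion samples give 6, 12 and 24 hours in 3 fields and 24 hours for all of them in a free-text description. The 3 fields were followed.

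The authors scanned the Agilent arrays and deposited the output of Agilent's Feature Extraction software, with 44173 features per array, of which 42756 are gene spots and 1417 are controls. From it were taken the log10 ratio of Cy5 to Cy3, which the authors' software had corrected for background and normalized between the dyes, the processed intensity of both channels, the intensity of spot and local background, and the marks for outlier spots, saturated spots and spots well above background. The authors also deposited a matrix of 1 log2 ratio per probe and array. Its 14110 lines were matched to the probes through the probe numbers of the scanner files, which run 1 higher. Whether the Cy3 RNA of the replicates came from a single fructose culture is not stated in the paper's text. The supplementary tables of the paper gave the gene lists. Table S3 was held in part.

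Each scanner file was compared with each column of the deposited matrix before any test. For 10 arrays the file followed its own column. The files of the second wild-type replicate at 12 hours and the first at 24 hours followed each other's columns, and were exchanged in all results. Taking them as filed is an alternative chosen after the values were seen.

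The log10 ratios were converted to log2. Control spots and spots marked as outliers were left out, and the remaining spots of each of the 14052 probes were averaged (13992 probes with 3 spots and 60 with 13). A probe with all of its spots left out has no value on that array, which was the case for 233 probes on 1 or more of the arrays. Of the probes, 13925 matched a locus tag of the reference list of the assembly ASM285v2. No tables of read depth exist for arrays, and their number limits the precision. The signal was well above background for 42.9% to 72.2% of the probes in Cy5 and for 52.3% to 71.2% in Cy3. For 4.94% to 21% of the probes of an array the ratio was exactly 0, since the software had set both signals to a substitute value.

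The tests were made with limma 3.58.1 in R 4.3.3, with data.table 1.17.8. Mean log2 ratios were tested against 0 with lmFit and eBayes, over the 6 arrays of a strain and, for the wild type, at each time point with the 3 time points as groups that share their spread. Differences between the wild-type time points were tested with the moderated F test, and the difference between strains with the strain as a coefficient and the time point as a factor over all 12 arrays. The level on fructose was compared between strains on the log2 Cy3 signals, after normexp background correction with an offset of 50, loess within arrays and quantile normalization of the mean signal between arrays. A probe was called when its Benjamini-Hochberg adjusted p was under 0.05. For 6 gene lists the strain difference was tested with camera, with a preset correlation of 0.01, and with fry, with adjustment over the 6 lists. Camera and fry used the genes with a value on all 12 arrays, 16 of 18 cellulase, 19 of 21 hemicellulase, 7 of 7 transporter, 318 of 321 C-compound and carbohydrate, 32 of 32 pentose-phosphate and 163 of 167 cell growth genes. Medians of a list cover all of its genes. Genes with and without a listed XlnR site were compared by a permutation test with 100000 resamples. Each fit was first tested on simulated data for 13819 genes, 200 of them changed. The tests recovered 97.5% of the changed genes for the wild type against 0, 76% at 24 hours, 29.5% for the F test over the time points, 94.5% for the strain difference and 94.5% for a comparison of 6 with 6 channels. Of the genes called there, between 3.28% and 7.8% were unchanged ones.

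For genes without a fructose signal above background on any wild-type array and with a Cy5 signal above background on all 6, a lower bound of the fold was taken from the processed Cy5 signal over the lowest processed Cy3 signal well above background on the same array, and the bound of the lowest array is given. After the first values had been seen, the scale of these bounds was changed from the corrected signals with offset 50 to the processed signals, and the mean over the arrays was replaced by the lowest array.

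The designs, their main tests and all alternatives but the one on the exchanged files were set before the data were examined, as was the rule for the genes named in the text. The tests of explanations were in part chosen after the results were seen, and the closing section names these. The rule for genes takes every gene that the paper names in its text or in Tables 1 to 7, xlnR, actin and β-tubulin, the 5 genes with the largest mean log2 ratio in each direction among those called in the wild type with the same sign on all 6 arrays and above background in both channels, and the 5 with the largest strain difference in each direction among those called whose 6 values in one strain do not overlap the 6 of the other. Of these, the text names those that bear on a statement.

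Alternatives were normexp with loess in place of the authors' correction, each array's median at 0, equal spread between arrays, dim probes left out (10784 probes kept), outlier spots kept, the median of the spots, the deposited matrix, the slide as a random block, the replicate number as a block, each array left out in turn, the one-class test of the paper's methods, an unadjusted limit, a limit on the size of the ratio, all 12 arrays in the fits per time point, no time factor, and the deletion arrays all taken as 24 hours. For the level on fructose, processed Cy3 signals scaled to their 75th percentile were an alternative, and for the bounds the first percentile of the signals above background. The main fits carry no replicate block. As a check of pairing, deviations of the arrays with the same replicate number from their group means were correlated across genes. The correlation was between 0.189 and 0.45 for the 3 pairs of wild-type groups and between 0.164 and 0.398 for the 3 pairs of deletion groups, so that the numbers pair the arrays within a strain. For the deletion strain the number is also the slide. Of the 15 pairs of all groups, 9 were below 0.1, with -0.16 the lowest, so that the numbers do not pair the strains.

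The file headers assign the arrays to 4 slides and 3 scan days. Slide 1 held the wild type at 6 hours, slide 2 the wild type at 12 and 24 hours, slide 3 the first and slide 4 the second replicates of the deletion strain. Slide 1 was scanned on the first day, slide 2 on the second, and slides 3 and 4 on the third.

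Left out were the promoter search, for which no genome sequence was used here, the clusters and the FunCat enrichment, and the RT-PCR, enzyme, imaging and mass spectrometry data, which were not analysed here.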

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

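Chosen only after the results were seen were the tests of selection for the cellulase, hemicellulase, C-compound and cell growth lists taken alone, on random lists and on 3 of the wild-type arrays against the other 3, the test of the fructose signal of the listed genes, the lists without dim genes, the strain and replicate comparisons with 3 arrays against 3, and the use of the deletion slides rather than the wild-type slides for the batch value on fructose.

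The deletion strain, which the paper does not report, showed a response to SEB. Over its 6 arrays 6620 of the 14052 probes were called by limma, 2885 higher and 3735 lower. With a log2 ratio of at least 1 in size asked for as well, 3635 were called, and 2630 by the one-class test of the paper's methods at p under 0.001. In both strains 3034 probes were called, 2666 in the same direction and 368 in opposite directions; 1817 were called in the wild type alone and 3586 in the deletion strain alone. These overlaps do not show which responses differ, which the strain comparison tests. The probe of xlnR (An15g05810) checked the labels. Its log2 Cy5 signal was 10.06 ± 0.42 (SD, n = 6 arrays) in the wild type and 6.04 ± 0.12 (SD, n = 6) in the deletion strain, and its log2 Cy3 signal 8.15 ± 0.06 (SD, n = 6) and 5.93 ± 0.02 (SD, n = 6), a difference of -2.21 in Cy3. In the wild type it was above background on all 6 arrays in both channels, and in the deletion strain on 2 arrays in Cy5 and on 0 in Cy3, which argues against exchanged strains. A dye bias stays in every ratio against 0, since the dyes were not exchanged on any array, and it was not tested.

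The response to SEB differed between the strains in 4788 probes by limma, 2555 with a higher and 2233 with a lower log2 ratio in the deletion strain. The values of the 6 arrays of one strain did not overlap those of the other for 2034 probes, of which 2017 were called. Chance gives 0.216%, or 30.4 of all probes. The 233 probes without a value on 1 or more of the 12 arrays could not be counted among the 2034. Of 100 splits of the 12 arrays into 6 and 6, only the real one (1 split) gave as many calls, and the largest count in another was 972, so that chance can be excluded. With normexp and loess in place of the authors' normalization, 2252 probes were higher and 1848 lower. Slide and scan day stay open. Between the deletion slides, which hold the same time points, limma called 0 probes (1897 at an unadjusted p under 0.05, where chance gives 703), but the strains compared with 3 arrays against 3 also gave 0 calls in limma (3237 to 3398 at an unadjusted p under 0.05), so that this size decides nothing. With the slide as a random block 4205 probes differed between strains. The number of slides or scan days with arrays of both strains was 0, so that slide, scan day and strain cannot be told apart for any of these probes. The deletion of xlnR, which the design names, is a further open explanation and was not tested apart from slide and day.

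The cellulase and hemicellulase genes had lower ratios in the deletion strain. The median strain difference of the 18 cellulase genes of Table 1 was -4.41 (camera adjusted p = 1.79e-13), with 16 genes called lower and 0 called higher by limma. For the 21 hemicellulase genes of Table 2 it was -2.27 (camera adjusted p = 0.000139), with 12 genes called lower and 2 higher. Both calls hold under fry (adjusted p = 9.27e-09 and 0.000149). Over the alternatives the cellulase median lay between -4.65 and -3.36, with camera adjusted p between 7.7e-16 and 1.58e-07, and the hemicellulase median between -2.46 and -1.61, with camera adjusted p between 7.09e-06 and 0.0397. In the deletion strain itself 7 cellulase genes were called higher and 6 lower, with a median ratio of 0.37, and 19 hemicellulase genes were called higher, with a median of 2.33. Without the genes that had no fructose signal above background on any array of one of the strains, the medians were -4.56 over 12 cellulase genes and -2.13 over 18 hemicellulase genes. Compressed ratios on the deletion arrays leave far too little: the spike-in controls spanned 6.19 ± 0.10 (SD, n = 6) log2 units in the wild type and 5.79 ± 0.18 (SD, n = 6) in the deletion strain (exact permutation test, two-sided, p = 0.00216, the smallest that 6 against 6 allow), which is 93.5% of the wild-type span, while the median ratio of the 39 listed genes was 29.9% of its wild-type value. A higher fructose signal in the deletion strain is argued against as well, since the log2 Cy3 signal of the 39 genes differed by a median of -0.31, 29 of them lower, although 3 cellulase genes were higher by 1 or more. The study chose these genes for high ratios in the wild type, so that some loss in any other group comes from selection. Against 10000 random lists matched on the wild-type mean, 0 had a median strain difference as low as the -3.67 of the 39 genes; the random medians lay between -3.48 and -0.72. The cellulase genes alone were passed by 2 of the lists, and the hemicellulase genes alone by 1208 (12.1%), so that the hemicellulase list does not stand out from other genes with equal wild-type means, whose median strain difference was -1.70. These lists do not measure selection alone, since their genes can respond to the strain too. Probes picked on 3 of the wild-type arrays at the means of the hemicellulase genes moved on the other 3 by a median of -0.26 over 10000 lists from all 20 choices of 3 arrays, and only 2 of the lists moved as far as -2.27, which argues against selection on array noise for the hemicellulase genes as well. An error shared by all wild-type arrays is not covered by this. Slide, scan day and the deletion of xlnR remain open for both lists and cannot be told apart.

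The 321 genes for C-compound and carbohydrate metabolism had a median strain difference of -0.53 (camera adjusted p = 1.21e-06, fry adjusted p = 0.00219), with 123 called lower and 36 higher, and between -0.76 and -0.13 over the alternatives (camera adjusted p between 1.29e-08 and 0.0142). All 10000 random lists matched on the wild-type mean had a lower median, between -1.28 and -0.64, with -0.95 in the middle. The list thus fell less than other genes with equal wild-type means, and shows no added loss beside them. Of the 10000 lists picked on 3 of the wild-type arrays, 2866 (28.7%) moved as far on the other 3, and of the 4000 of them with 1 array of each time point on either side, 0 did, with -0.44 the lowest. The result depends on which arrays are set against each other, so that selection stays open for this list. The 167 genes for cell growth and morphogenesis, chosen by the study for low ratios, had a median strain difference of 0.94 (camera adjusted p = 1.03e-14, fry adjusted p = 0.000169), with 98 called higher and 4 lower, and between 0.37 and 1.22 over the alternatives (camera adjusted p between 1.91e-17 and 1.24e-11). Of the matched random lists 883 (8.83%) had a median as high, but of the lists picked on 3 of the wild-type arrays 0 moved as far on the other 3, with 0.88 the highest, which argues against selection on array noise. In the deletion strain 96 of these genes were called lower and 15 higher against fructose, with a median ratio of -0.57. Slide, scan day and strain are confounded here as above.

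In the wild type 1688 probes differed between the time points by the moderated F test of limma (4810 at an unadjusted p under 0.05). This count rests on 2 arrays per time point: without any 1 of the 6 arrays it was 0 in limma, with between 3658 and 4441 probes at an unadjusted p under 0.05, and other settings gave between 1004 and 4253, except that with the exchanged files taken as filed limma called 0 (1521 at an unadjusted p under 0.05). The 6-hour arrays lay on slide 1, scanned on a day of its own, and the others on slide 2. Between 12 and 24 hours, within slide 2, 1483 probes were called by limma (548 higher and 935 lower at 24 hours), beside 1129 between 6 and 12 hours and 489 between 6 and 24 hours, so that the slides cannot be the whole cause. For differences between 6 hours and the later times, slide and scan day coincide with the time point. Time on SEB, which the design names, stays open.

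On fructose, which the paper does not compare between strains, the Cy3 signal of 8841 probes differed by limma, 4874 higher and 3967 lower in the deletion strain, of which 2091 (987 higher, 1104 lower) differed by at least 1 on the log2 scale. Of 100 splits of the 12 channels only the real one (1 split) gave as many, and no other gave more than 1 call, so that chance can be excluded. The batch cannot: between the 2 deletion slides, which hold the same strain, 3683 probes were called (5246 at an unadjusted p under 0.05), while between the wild-type slides limma called 0 (845 at an unadjusted p under 0.05). Each deletion slide against each wild-type slide gave between 6989 and 8268 calls. Because each scan day held a single strain, hybridization batch, scan day and strain cannot be told apart for these probes. If the channels of a strain share 1 fructose culture, which the paper's text leaves unstated, they are not 6 independent samples. No biological explanation beyond the strain is given by the design, and none was tested.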

How the results depend on the processing

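Chosen only after the data were seen was the alternative that takes the 2 exchanged wild-type files as filed. The scale of the lower bounds, and the use of the lowest array for them, were also chosen after their first values had been seen. All other alternatives were set beforehand.

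Of 430 counts and list medians under alternatives other than leaving out an array, 398 stayed within the limits set for a change (1.5 times for a count, 1 SD for a value, direction and threshold for a test) and 32 did not. Of 276 with an array left out, 249 stayed and 27 did not. For single named genes 5092 of 5348 values kept their direction and their side of the threshold, 189 fell short of the threshold, 45 newly passed it, 19 uncalled values changed sign or moved, and 3 reversed direction with a call in at least 1 of the 2 settings. With an array left out these numbers were 2569 of 2811, with 204, 16 and 22, and 0 reversed. The strain differences of the cellulase, hemicellulase, C-compound and cell growth lists kept their direction and their camera call under every alternative run. The strain count of 4788 lay between 3638 and 4921, and the difference between genes with and without a listed XlnR site between -2.14 and -1.72. Unless stated, the cause of a change was not tested.

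The one-class test of the paper's methods at p under 0.001, a stricter limit by construction, called 1568 probes in the wild type (590 higher, 978 lower) in place of 4851, and 2630 in the deletion strain (1206 higher, 1424 lower) in place of 6620. A limit of 1 on the size of the log2 ratio, which can only remove calls, left 3635 probes in the deletion strain (1732 higher, 1903 lower) and 2091 of the 8841 on fructose (987 higher, 1104 lower).

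Normexp with loess called 2685 probes at 6 hours in place of 4042, with 1209 lower in place of 2255, and 2204 lower at 24 hours in place of 3397. The share of higher calls at 6 hours was 55% in place of 44.2%, with 1476 higher and 1209 lower against 1787 and 2255; no other centring or scaling moved a share by over 10 points. Under it the calls were 1527 higher and 1317 lower at 12 hours and 2258 higher and 2204 lower at 24 hours, so that the larger number was that of higher calls at all 3 time points, while in the main setting it was that of lower calls. Under it the median strain difference was 0.12 for the transporter genes (main -0.78) and 0.16 for the pentose-phosphate genes (main -0.07), and with equal spread between arrays 0.10 for the latter; neither list was called under any setting by camera. Single genes also reversed direction: the strain difference of An07g07630 was 1.06 in place of -0.03, and that of An06g00170 was -1.00 in place of 1.08. With the deletion arrays all taken as 24 hours, An06g00170 had -0.72. For each of these the cause was not tested. Setting each array's median to 0 changed nothing in the wild type, where the medians were already 0; on the deletion arrays they lay between -0.06 and 0.

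The F test over the wild-type time points moved most. In place of 1688 probes it called 2924 with dim probes left out, where fewer were tested, 1004 with the median of the spots, 2776 with the deposited matrix and 4253 with all 12 arrays, where more arrays inform the spread. With the files as filed limma called 0 (1521 at an unadjusted p under 0.05). The same setting called 1607 probes at 6 hours (782 higher, 825 lower), 2215 at 12 hours (891 higher), 1740 at 24 hours (690 higher, 1050 lower) and 2951 at 1 or more time points. It mixes arrays of 12 and 24 hours in both groups, so that the spread all time points share grows.

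With each array left out in turn, a time point can be left with a lone array, which is then assumed to vary like the other groups. The counts were 480 to 3065 at 6 hours (292 to 1387 higher, 188 to 1685 lower), 1092 to 2907 at 12 hours (597 to 1479 higher, 495 to 1428 lower), 2215 to 5057 at 24 hours (1029 to 2129 higher, 1186 to 2928 lower) and 4676 to 5794 at 1 or more time points. The F test gave 0 to 0 in limma, with 3658 to 4441 probes at an unadjusted p under 0.05. Fewer arrays were tested in each of these. The median strain difference of the pentose-phosphate genes lay between -0.18 and 0.055. The counts over all arrays of a strain moved less, 3491 to 4291 in the wild type and 5608 to 6464 in the deletion strain.

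The replicate number as a replicate block gave 4430 probes in the wild type, 6497 in the deletion strain, 4648 for the strain difference, 1626 for the F test and 9182 on fructose. No count or list result changed its call or moved by over 1.5 times. Of 386 values of named genes, 3 fell short of the threshold under the block and 7 newly passed it.

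Signal over background limits the size of many ratios. Dim probes made up 3268 of the 14052. The lower bound of the fold on SEB is that of the lowest array, and is given only for genes with a Cy5 signal above background on all 6 arrays. Against the first percentile of the Cy3 signals above background in place of the lowest, it was 114 for An11g02100 (185 with the lowest), 2.26 for An11g06090 (3.24) and 5.82 for An15g04270 (9.35).

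The test for XlnR motifs in promoters, at either promoter length, was not run, since no genome sequence was used here.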

Differences from the paper's values

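Chosen only after the values were seen was the alternative that takes the exchanged files as filed, the false discovery rate computed over 4362 tests, and the difference of 0.01 up to which 2 rounded ratios count as equal, which was 0.005 at first and would have listed An09g01190 at 12 hours and An12g02550 at 6 hours as well. The alternatives named below as closing a gap were set before the data were examined, unless stated.

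The paper reports 3,700 genes as modulated at 1 or more time points. By limma 7461 probes were called at 1 or more time points. Of the 18 alternatives, whose counts lay between 4676 and 8986, those without the first (4676) or the second (5477) wild-type array of 24 hours came within 1.5 times the paper's number, and the others did not. With the exchanged files taken as filed, a setting chosen after seeing the values, the count was 2951, which is within 1.5 times as well. Over all wild-type arrays, the test of the paper's methods, the counts lay closer: limma called 4851 probes, 3837 of them with a log2 ratio of at least 1 in size (1581 higher and 2256 lower, beside 1,555 and 2,143 in the paper), and the one-class test of the paper's methods gave 3921 with an adjusted p and 3528 at p under 0.01. All of these are within 1.5 times of 3,700, and the 1568 of that test at p under 0.001 are not. The paper's false discovery rate at a p of 0.01 is 1.18%, and the rate here was 3.33% for limma and 3.9% for the one-class test of the paper's methods, so that neither test closes this gap. The paper's methods name a mixture distribution for this rate, and the rate here is that of Benjamini and Hochberg. In the paper's Table S1 the rate times the rank over p is 4362 in every line, as the Benjamini-Hochberg procedure gives over 4362 tests, and over 4362 tests with 3,700 genes a p of 0.01 gives 1.18%.

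Tables 1, 2 and 4 state 132 log2 ratios. The ratio of An01g11670 at 24 hours, 6.86 in the paper, has no value here, since all of its spots on the 24-hour arrays were marked as outliers, and 131 were compared. Of these 117 lay within 0.05 of the values here and 124 within 0.2, with a median difference of 0.0066, and 6 differed by more than the limit set. For 3 of these the limit was the SD of the 2 arrays. For the other 3 (An01g11660 and An12g05010 at 24 hours, An01g00780 at 6 hours) only 1 array gave a value, so that there was no spread between replicates, and a limit of 0.01 was used. For An11g06090 at 12 hours the paper's value is 4.62 and the value here 4.37, with outlier spots kept 4.60 and with the deposited matrix 4.62. At 24 hours An11g06090 has 3.19 in the paper and 3.14 here, with the deposited matrix 3.19 and without the first 24-hour array 3.17. For An01g11660 at 24 hours the paper's value is 6.58 and the value here 5.79, with outlier spots kept and with the deposited matrix 6.59. For An01g00780 at 6 hours it is 8.86 in the paper and 8.50 here, under both of these settings 8.86. For An02g11150 at 12 hours the paper's value is 2.00 and the value here 2.02, under both of these settings 2.00 and without the first 12-hour array 2.01. For An12g05010 at 24 hours the paper's value is 7.77 and the value here 8.53, under both of these settings 7.77. No other alternative closed any of these gaps.

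Table 7 of the paper gives a gene expression level with an SD for 12 genes, and the log2 ratio at 24 hours was set beside it. For 2 of the genes the level lay within 0.1 of the ratio at 24 hours. It differed for An18g03570 (the paper's 2.56, here 4.32), An01g09960 (the paper's 2.10, here 5.51), An15g02300 (the paper's 7.94, here 2.49), An12g02220 (the paper's 4.37, here 7.38), An14g04710 (the paper's 5.83, here 2.88) and An03g00940 (the paper's 3.64, here 5.52), with none of 6 alternatives closing the gap. The level of An15g02300 is close to its ratio at 6 hours, 7.93. For An01g11660 the paper's level is 6.59 and the ratio 5.79, with outlier spots kept and with the deposited matrix 6.59. For An03g00960 the paper's level is 4.03 and the ratio 6.00, with normexp and loess 3.46 and with equal spread between arrays 4.36. For An09g00120 the paper's level is 6.17 and the ratio 8.09, and for An14g02760 the paper's level is 4.36 and the ratio 6.33; equal spread between arrays gave 5.85 and 4.58 for these, and the other 5 alternatives did not close the gap.

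Some genes went another way than the paper states. The paper counts An15g03940 and An12g07450 among transporter genes with increased mRNA, and both were called lower here, at -3.61 and -1.22, as they are below 0 on all 6 arrays in the paper's Table S3. Of the 51 different genes of Table S5, 40 were called higher and 11 lower. The paper states a greater expression of the gene it lists as An01g03780, which had a mean of -0.36 and was not called. Elsewhere it gives An01g03740 for D-xylose reductase, and An01g03740 had 9.66 at 6 hours and was called higher there. It places the cyclin gene An01g07040 among genes with decreased mRNA, and An01g07040 had a mean of -0.36 and was not called. It names An12g09770 among transporter genes with increased mRNA and a binding site, and that identifier had -1.31 and was called lower, while An12g09270, the identifier in Table 4, had 3.63. It describes An14g02470 as not modulated, and An14g02470 was called higher at 1.93 but not with the one-class test of the paper's methods at p under 0.01 or 0.001.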

Other observations

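Chosen only after the results were seen was the test of the time labels of the deletion arrays. The comparison of the scanner files with the matrix was made before any test. The exchange was decided once the values of that comparison were seen.

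The scanner files of the second wild-type replicate at 12 hours and the first at 24 hours look exchanged. Across genes each correlated with the deposited matrix column of the other with r of 0.999, and with its own with r of 0.653 and 0.654, which is consistent with an exchange of files. The other 10 files followed their own columns with r of at least 0.994. Which of the deposited records is in error was not tested beyond the paper's Table S3. Taken by time and replicate, its columns have the same assignment as the matrix.

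Actin (An15g00560) and β-tubulin (An08g03190) had lower signals on SEB in the wild type, with mean log2 ratios of -1.38 ± 0.57 (SD, n = 6 arrays) and -0.94 ± 0.35 (SD, n = 6), below 0 on all 6 arrays. Under the other centrings and scalings the higher mean was -0.89, and both genes stayed called by limma. The medians of the wild-type arrays were already 0, and no setting moved them by over 0.1. No setting centred the arrays on the spike-in controls, whose log2 ratios had array medians between 1.35 and 2.74 in the wild type. The designed ratios of these controls were not used here. The centring of the arrays therefore stays open, for these genes and for every ratio tested against 0. In the deletion strain the means were -0.41 for An15g00560 and 0.11 for An08g03190, the latter not called. No biological explanation was tested.

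The time labels of the deletion arrays were compared with their description as 24 hours throughout. Arrays with one time label correlated with r between 0.837 and 0.916 and arrays with different labels with r between 0.61 and 0.898. Of the 15 ways to pair the 6 arrays, only that of the labels (1 pairing, a share of 0.0667, the smallest this design gives) set the pairs so far apart, so that with arrays this few the time points cannot be told apart from a chance pairing.

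Among the genes that the rule set beforehand picks for the strain comparison, the largest strain differences upward were 7.25 for An04g05100, 7.04 for An01g12530, 6.89 for An16g00060, 6.20 for An15g02500 and 6.08 for An12g05190. Downward they included -8.20 for An14g02760, -8.07 for An07g08950, -7.53 for An04g04470 and -6.64 for An02g11550. All were called by limma, with no overlap between the 6 arrays of each strain. Genes without a value on 1 or more arrays could not enter this ranking. Such genes included An01g11660 at -8.79 and An01g11670 at -7.57, both called by limma. Their Cy5 signal was saturated on 6 and 4 of the wild-type arrays, so that their size is uncertain. Among the ranked genes, the size and the rank of several are uncertain, because a signal was rarely above background. For An04g05100 this was so in Cy5 of the wild type and in Cy3 of the deletion strain (0 arrays each), for An12g05190 in both channels of the wild type (0 arrays each), for An16g00060 in Cy3 of the deletion strain (0 arrays) and in Cy5 of the wild type (2 arrays), for An15g02500 in Cy5 of the wild type (2 arrays), for An07g08950 in both channels of the deletion strain (0 arrays each), and for An04g04470 and An02g11550 in Cy3 of the wild type (1 array each). An01g12530 and An14g02760 were above background in both channels on all arrays. Some of these genes also differed on fructose: the log2 Cy3 signal was lower by a difference of -7.97 for An01g12530 and higher by 6.42 for An04g04470 in the deletion strain, and An08g03730, whose ratio was among the lowest in the wild type, differed by -8.08. The limit from the confounded slide and scan day holds for each of these values.

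The 7 transporter genes of Table 4 had a median strain difference of -0.78 (mean -0.43, camera adjusted p = 0.351, fry adjusted p = 0.141), with 1 called lower and 1 higher. For the 32 genes of the pentose-phosphate pathway the median was -0.07 and the mean 0.03, so that they differ in sign (camera adjusted p = 0.834, fry adjusted p = 0.941), with 6 called lower and 7 higher.

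The 19 genes of Tables 1 and 2 that are listed with an XlnR binding site had a mean strain difference of -4.28 ± 2.40 (SD over genes), and the 20 genes without one -2.22 ± 3.19 (SD over genes). The difference of -2.06 had a p of 0.0303 in a permutation test across genes with 100000 resamples, two-sided, and between 0.0251 and 0.044 over the alternatives. Genes are not independent replicates. Within Table 1 the difference was -0.20 (8 genes with and 10 without a site) and within Table 2 it was -3.97 (11 and 10), and neither was tested. The 460 genes of Table S4 had a median strain difference of -0.76, with 212 called lower and 25 higher. The median was -0.75 for the 1519 other genes called higher in the wild type, of which 671 were called lower and 118 higher. The 1519 genes were not limited to the paper's increased genes, from which Table S4 was drawn, so that these groups are not matched.

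The log2 ratios of the 10 spike-in controls had array medians between 1.35 and 2.74 in the wild type and between 0.29 and 2.28 in the deletion strain. In the paper's Table S1, of which 1998 lines were used here, the false discovery rate times the rank over p was 4362 in every line, and 1609 lines had a p under 0.001.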
